# Mesoderm-derived PDGFRA^+^ cells regulate the emergence of hematopoietic stem cells in the dorsal aorta

**DOI:** 10.1038/s41556-022-00955-3

**Published:** 2022-07-28

**Authors:** Vashe Chandrakanthan, Prunella Rorimpandey, Fabio Zanini, Diego Chacon, Jake Olivier, Swapna Joshi, Young Chan Kang, Kathy Knezevic, Yizhou Huang, Qiao Qiao, Rema A. Oliver, Ashwin Unnikrishnan, Daniel R. Carter, Brendan Lee, Chris Brownlee, Carl Power, Robert Brink, Simon Mendez-Ferrer, Grigori Enikolopov, William Walsh, Berthold Göttgens, Samir Taoudi, Dominik Beck, John E. Pimanda

**Keywords:** Reprogramming, Haematopoietic stem cells

## Abstract

Mouse haematopoietic stem cells (HSCs) first emerge at embryonic day 10.5 (E10.5), on the ventral surface of the dorsal aorta, by endothelial-to-haematopoietic transition. We investigated whether mesenchymal stem cells, which provide an essential niche for long-term HSCs (LT-HSCs) in the bone marrow, reside in the aorta–gonad–mesonephros and contribute to the development of the dorsal aorta and endothelial-to-haematopoietic transition. Here we show that mesoderm-derived PDGFRA^+^ stromal cells (*Mesp1*^der^ PSCs) contribute to the haemogenic endothelium of the dorsal aorta and populate the E10.5–E11.5 aorta–gonad–mesonephros but by E13.5 were replaced by neural-crest-derived PSCs (*Wnt1*^der^ PSCs). Co-aggregating non-haemogenic endothelial cells with *Mesp1*^der^ PSCs but not *Wnt1*^der^ PSCs resulted in activation of a haematopoietic transcriptional programme in endothelial cells and generation of LT-HSCs. Dose-dependent inhibition of PDGFRA or BMP, WNT and NOTCH signalling interrupted this reprogramming event. Together, aorta–gonad–mesonephros *Mesp1*^der^ PSCs could potentially be harnessed to manufacture LT-HSCs from endothelium.

## Abstract (web summary)

Chandrakanthan et al. identify Mesp1-derived PDGFRA^+^ stromal cells as aortic endothelial precursors that regulate long-term haematopoietic-stem-cell generation during development, thus providing a new potential tool to generate engraftable haematopoietic stem cells.

## Main

Haematopoietic stem cells (HSCs) have extensive self-renewal capacity and are the source of daughter cells that proliferate, mature and develop into blood cells of all types^1^. As such, understanding the rules that govern HSC emergence, proliferation and maturation is important to reproduce these phenomena in vitro^2^. Advances in knowledge of embryonic haematopoiesis have informed methods that have been used to produce HSC-like cells in vitro^3–5^.

The haematopoietic system in the embryo develops in successive waves^6^. The first blood progenitors to emerge (from the extra-embryonic yolk sac) are primitive erythrocytes, followed by erythroid–myeloid progenitors^7^. In mouse embryos, the first HSCs appear mid-gestationally (embryonic day 10.5, E10.5) from haemogenic endothelial cells^8–10^ lining the ventral surface of the dorsal aorta through endothelial-to-haematopoietic transition (EHT)^11,12^ in a region known as the aorta–gonad–mesonephros (AGM)^13,14^. These HSCs are amplified in the fetal liver^13^ and the placenta^15,16^; they take up residence in the bone marrow, which will serve as the major adult site of haematopoiesis. Haemogenic endothelium is specified between E8.5 and E10.5 (ref. ^17^) and progresses through pre-HSC stages to generate HSCs in the AGM between E10.5 and E12.5 (ref. ^18^). The development of HSCs in the AGM is influenced by NOTCH^19^, WNT^20^, BMP^21,22^ and other signals^23,24^ from surrounding cells^25^. These signals facilitate haematopoiesis in part by regulating the expression of critical haematopoietic transcription factors, including components of the FLI1, GATA2 and SCL transcriptional network, GFI1–GFI1B and RUNX1 (refs. ^26–28^).

Mesenchymal stem cells (MSCs) and their progeny are important constituents of the niche that regulates the size of the HSC pool in adult bone marrow^29,30^. Although there are resident stromal cells in the AGM that support haematopoiesis^31,32^, little is known about their developmental origins, transcriptional and functional identity and contributions to the generation of long-term repopulating HSCs (LT-HSCs).

## Results

### PDGFRA^+^ stromal cells (PSCs) in the AGM have MSC properties

Although the existence of stromal cells in the AGM that support haematopoiesis is known and AGM-derived stromal cell lines have proven to be a powerful tool for the identification of environmental HSC regulators^21,31,33^, we lack knowledge of the characteristics of these cells and their influence on EHT. It has previously been reported that all bone-marrow MSCs in *Nestin-*GFP transgenic mice (where expression of green fluorescent protein (GFP) is regulated by *Nestin*)^34^ were GFP^+^ and that ablation of these bone-marrow MSCs resulted in significant loss of LT-HSCs in 12–16-week-old mice^30^. We therefore used *Nestin*-GFP transgenic mice to investigate stromal cell populations in the AGM (Fig. 1a).

**Fig. 1:**
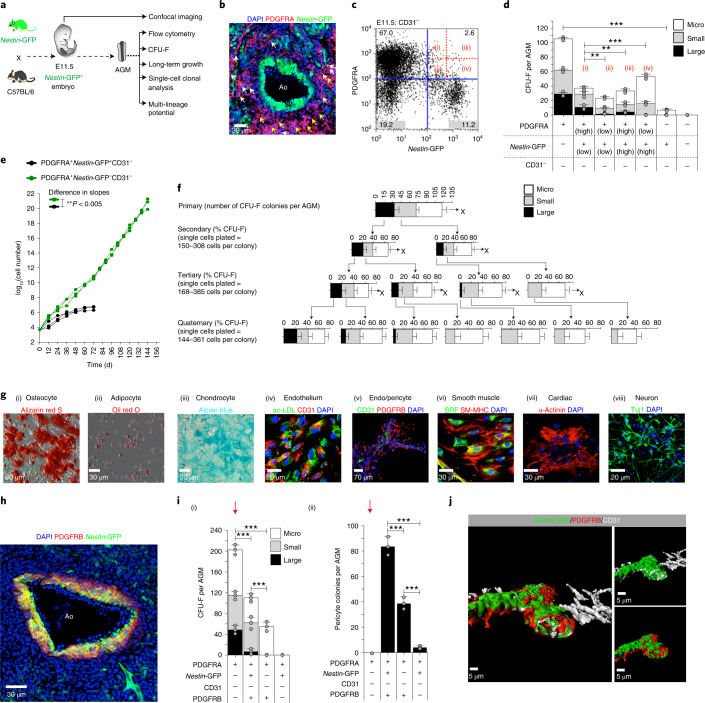
The E11.5 AGM has resident long- and short-term repopulating CFU-Fs that can be discriminated by expression of PDGFRA and *Nestin*-GFP. **a**, Schematic outline of experiments performed using E11.5 *Nestin-*GFP^+^ embryos. **b**, Confocal image of an E11.5 *Nestin-*GFP^+^ dorsal aorta stained for PDGFRA. *Nestin-*GFP^−^ and *Nestin*-GFP^+^ PDGFRA^+^ cells are indicated with yellow and white arrows, respectively. **c**, Flow cytometry analysis of E11.5 *Nestin*-GFP^+^ AGM (*n* = 3) showing that 1:5.3 CD31^−^*Nestin*-GFP^+^ stromal cells are also PDGFRA^+^. The percentages of cells in the different quadrants (delineated in blue) are indicated. (i)–(iv) The PDGFRA^+^*Nestin-*GFP^+^ cells were further fractionated into high and low positive subpopulations. **d**, CFU-F potential of E11.5 CD31^−^*Nestin-*GFP^+^ AGM (*n* = 5) cells, sorted based on CD31, PDGFRA and *Nestin*-GFP expression according to the gating strategy shown in **c**. **e**, Long-term growth of E11.5 *Nestin*-GFP^+^ AGM-derived CFU-Fs based on CD31, *Nestin*-GFP and PDGFRA expression. **f**, Single-cell clonal analysis of CD31^−^PDGFRA^+^*Nestin-*GFP^−^ CFU-Fs. The CFU-F colony numbers are representative of *n* = 4 (primary plating) and *n* = 11–15 (secondary–quaternary plating). **g**, In vitro differentiation of CD31^−^PDGFRA^+^*Nestin-*GFP^−^ cells (*n* = 3); ac-LDL, acetylated apoprotein low-density lipoprotein. **h**, Confocal microscopy image of an E11.5 *Nestin*-GFP^+^ dorsal aorta showing that a subset of PDGFRB^+^ cells co-express *Nestin-*GFP (*n* = 3). PDGFRB^+^*Nestin*-GFP^+^ cells are stained in yellow; PDGFRB^+^*Nestin*-GFP^−^ cells are stained in red. **i**, (i) CFU-Fs in FAC-sorted fractions from E11.5 *Nestin-*GFP^+^ AGMs (*n* = 4). (ii) Pericyte colony-forming potential in FAC-sorted fractions from E11.5 *Nestin*-GFP^+^ AGMs (*n* = 7). **j**, *Z*-stack reconstruction of confocal microscopy images showing vessel-like structures lined by *Nestin-*GFP^+^ endothelial cells with surrounding PDGFRB^+^ pericytes. These images were taken from tissues harvested 3 weeks after subcutaneous transplantation of a Matrigel plug loaded with PDGFRA^+^*Nestin*-GFP^−^CD31^−^PDGFRB^−^ FAC-sorted cells from E11.5 *Nestin*-GFP^+^ AGMs (see red arrows in **i**(i) and (ii)); CD31 staining is shown in white. **d**–**f**,**i**, Data represent the mean ± s.d. **d**,**i**, Data were derived from *n* = 3 biologically independent experiments. **d**,**e**,**i**, A random-effects Poisson regression was used to compare colony counts (**d**,**i**) and a linear mixed model was used to compare the growth curves (**e**); **P < 0.01, ***P < 0.005. Ao, aortic lumen; DAPI, 4′,6-diamidino-2-phenylindole dihydrochloride. Colony sizes: micro colonies, <2 mm, 2–24 cells; small colonies, 2–4 mm, >25 cells; and large colonies, >4 mm, >100 cells. Precise *P* values are provided in the source data. Source data

Confocal imaging of the E11.5 AGM of these mice showed that aortic endothelial and sub-endothelial blood cells as well as blood cells adjacent to the aortic endothelium were *Nestin*-GFP^+^ (Extended Data Fig. 1a). Both *Nestin*-GFP^+^ and *Nestin*-GFP^−^ stromal cell fractions in the E11.5 AGM were found to express platelet-derived growth factor receptor alpha (PDGFRA), a tyrosine kinase receptor expressed on the surface of MSCs^35^ (Fig. 1b,c) and on early embryonic mesodermal cells that contribute to haemogenic endothelium and haematopoietic cells^36^. These PDGFRA^+^ cells (*Nestin*-GFP^−^, yellow arrows; and *Nestin*-GFP^+^, white arrows) were distributed deeper in the aortic parenchyma and surrounded the PDGFRA^−^*Nestin*-GFP^+^ cells, which were more concentrated towards the aortic lumen (Fig. 1b).

To explore the transitional functional properties of PDGFRA and *Nestin*-GFP-expressing and non-expressing cells in the AGM, we used an in vitro colony-forming unit–fibroblast (CFU-F) assay^37^. We first assessed the CFU-F potential in E9.5–E13.5 AGMs; we noted that colonies were composed of cells of mesenchymal cell morphology and varied in size^38^ and that their numbers peaked at E11.5 (Extended Data Fig. 1b(i),(ii)). Freshly isolated fluorescence-activated-cell (FAC)-sorted PDGFRA^+^*Nestin*-GFP^−^ and PDGFRA^+^*Nestin*-GFP^+^ populations also produced CFU-Fs of different sizes (Fig. 1d). Although both PDGFRA^+^*Nestin*-GFP^−^ and PDGFRA^+^*Nestin-*GFP^+^ cells produced large CFU-F colonies (Fig. 1d), their number was lower in the latter and proportionate to the intensity of PDGFRA and *Nestin*-GFP expression. Only PDGFRA^+^*Nestin*-GFP^−^ cells showed long-term replating capacity (Fig. 1e).

Furthermore, serial replating of single cells from PDGFRA^+^*Nestin*-GFP^−^ large CFU-F colonies produced consistent numbers of large colonies of CFU-Fs (Fig. 1f), and these cells could be differentiated in vitro into mesodermal and ectodermal derivatives (Fig. 1g(i)–(viii) and Supplementary Video 1). By contrast, single cells from PDGFRA^+^*Nestin-*GFP^+^ large CFU-F colonies showed limited capacity to generate large colonies of CFU-Fs (Extended Data Fig. 1c) and could only be differentiated into adipocytes, endothelium and smooth muscle (Extended Data Fig. 1d). The differentiation potential observed in bulk PDGFRA^+^*Nestin*-GFP^−^ and PDGFRA^+^*Nestin*-GFP^+^ cells was best reflected in cells that formed large CFU-F colonies (Extended Data Fig. 2a,b). Together, these data show that CFU-F potential in the E11.5 AGM resides largely in PDGFRA^+^ cells and that Nestin expression marks a subpopulation of PDGFRA^+^ cells with more restricted CFU-F and differentiation potential.

Pericytes are characterized by the expression of platelet-derived growth factor receptor beta (PDGFRB)^39,40^ and were distributed concentrically in the sub-endothelium of the E11.5 dorsal aorta (Fig. 1h). To investigate the relationship between *Nestin*-GFP^+^ cells and pericytes, we fractionated cell populations (FAC-sorted) from E11.5 AGMs of *Nestin*-GFP transgenic mice based on PDGFRA, *Nestin*-GFP, CD31 and PDGFRB expression (Extended Data Fig. 2c) and performed assays for formation of CFU-F and pericyte colonies as well as a long-term replating assay (Fig. 1i(i),(ii) and Extended Data Fig. 2d). Among the CD31^−^PDGFRA^+^ cells, PDGFRB co-expression was proportionately higher in the *Nestin*-GFP^+^ subpopulation than the *Nestin-*GFP^−^ cells (Extended Data Fig. 2c). Although the latter showed the highest large-CFU-F colony and long-term replating potential, unlike the former cells, they lacked potential to form pericyte colonies (Fig. 1i(i),(ii) and Extended Data Fig. 2d). Interestingly, CFU-F potential in the *Nestin-*GFP^+^ fraction was exclusively within the PDGFRB^+^ subfraction (Fig. 1i(i)). We further assessed the contribution of different PDGFRA^+^ fractions (Fig. 1i) towards in vivo morphological and functional vascular contents. We purified PDGFRA^+^ fractions using flow cytometry, mixed those cells with Matrigel and transplanted them subcutaneously into C57BL/6 mice. Only purified CD31^−^PDGFRA^+^*Nestin*-GFP^−^PDGFRB^−^ CFU-Fs formed vessel-like structures (Fig. 1j, Extended Data Fig. 2e and Supplementary Video 2), the luminal surfaces of which were lined with *Nestin-*GFP^+^CD31^+^ endothelial cells and enveloped by PDGFRB^+^ pericytes.

### PSCs contribute to haemogenic endothelium and HSCs

If PSCs are a reservoir for endothelial and sub-endothelial cells in the developing aorta, they could also contribute to long-term repopulating HSCs that emerge at E11.5. PDGFRA^+^ cells, when labelled at E7.5–E8, have previously been shown to contribute to blood cells budding from the endothelial lining of the dorsal aorta in E10.5 AGM as well as B, T and Lin^−^Kit^+^Sca-1^+^ (LSK) cells in the bone marrow of adult mice^36^. To explore whether cells expressing PDGFRA and CD31 proteins in the AGM were early and late constituents of a differentiation continuum, we evaluated the distribution of CD31 in the E8.5, E9.5, E10.5 and E11.5 AGMs of *Pdgfra*–nGFP knock-in mice (that is, mice whose *Pdgfra*-expressing cells retain GFP in their nuclei^41^; Fig. 2a(i)). *Pdgfra*–nGFP cells are in proximity with endothelial cells of the paired dorsal aorta at early embryonic time points (Fig. 2a(ii)). At E11.5 (Fig. 2a(iii)), cells furthest from the aortic lumen showed robust *Pdgfra*–nGFP^high^ expression but no NESTIN (NES) protein (layer I). Cells co-expressing both *Pdgfra*–nGFP^high^ and NES (layer II) were interspersed between these cells (layer I) and cells that were *Pdgfra*–nGFP^low^ but NES^+^ (layer III), which also co-expressed the smooth-muscle marker aSMA (Extended Data Fig. 3a). Endothelial cells lining the aortic lumen (layer V) were *Pdgfra*–nGFP^−^ and expressed CD31 but little or no NES (in contrast to the longer-lasting GFP in nGFP transgenic mice; Fig. 1a). A few cells were NES^+^ and CD31^+^ but low in *Pdgfra*–nGFP (layer IV). It is salient that *Pdgfra*–nGFP^+^ and PDGFRA^+^ cells in the E11.5 AGM were comparable in their CFU-F potential and long-term growth potential (Extended Data Fig. 3b). When GFP^+^CD31^−^CD45^−^PDGFRA^+^ cells were harvested from the E9.5 AGM of ubiquitous GFP mice and cultured on OP9 cells ex vivo, they contributed robustly to GFP^+^CD31^+^CD45^+^ cells (Extended Data Fig. 3c).

**Fig. 2:**
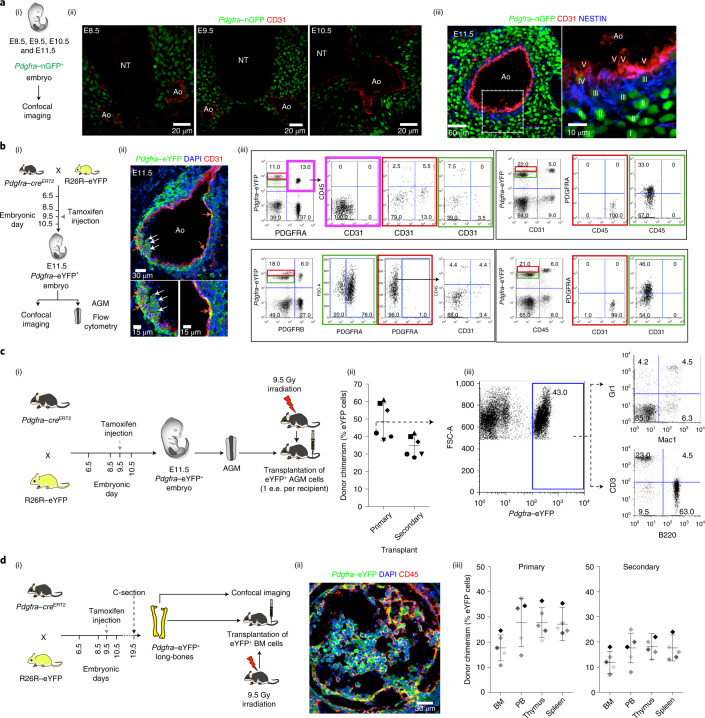
E9.5 PDGFRA^+^ cells contribute to haemogenic endothelium and LT-HSCs. **a**, (i) Schematic outline of experiments performed using E8.5, E9.5, E10.5 and E11.5 *Pdgfra*–nGFP embryos. (ii) Confocal microscopy images of E.8.5, E9.5 and E10.5 *Pdgfra*–nGFP embryos showing the distribution of PDGFRA-expressing cells in relation to the developing aorta. (iii) Spatial distribution of *Pdgfra*–nGFP-, NESTIN- and CD31-expressing cells in a *Pdgfra*–nGFP E11.5 AGM. The region outlined in white in the main image (left) has been magnified (right) and different cell populations are labelled: I, *Pdgfra*–nGFP^high^NESTIN^−^CD31^−^; II, *Pdgfra*–nGFP^high^NESTIN^+^CD31^−^; III, *Pdgfra*–nGFP^low^NESTIN^+^CD31^−^; IV, *Pdgfra*–nGFP^low^NESTIN^+^CD31^+^; V, *Pdgfra*–nGFP^−^NESTIN^−^CD31^+^. **b**, (i) Schematic outline of lineage-tracing experiments using *Pdgfra–cre*^ERT2^; *R26R*–eYFP embryos. (ii) Confocal image of an E11.5 *Pdgfra–cre*^ERT2^; *R26R*–eYFP AGM following *cre* activation at E9.5 showing eYFP^+^ blood cells (white arrows) and endothelium (orange arrows). (iii) Contribution of donor eYFP^+^ cells to PDGFRA^+^ cells, pericytes (PDGFRB^+^), endothelium (CD31^+^) and blood cells (CD45^+^) in the E11.5 *Pdgfra–cre*^ERT2^; *R26R*–eYFP AGM following *cre* activation at E9.5. *Pdgfra*-eYFP; PDGFRA cells in the top left panel are boxed in pink, and the adjacent flow cytometry plot to the right (boxed in pink) shows corresponding CD45; CD31 expression. High and low *Pdgfra*-eYFP expressing cells in the flow cytometry plots to the left in each of the four panels in (iii) are boxed in red and green, respectively. Correspondingly coloured boxes to the right in each of the four panels show expanded phenotypic profiles for these cells. **c**, (i) Schematic outline of lineage-tracing experiments using *Pdgfra–cre*^ERT2^; *R26R*–eYFP embryos; e.e., embryonic equivalent. (ii) Contribution of donor eYFP^+^ cells to peripheral blood in primary and secondary transplants at 4 months post transplantation (*n* = 5). The arrow indicates the sample for which the expanded flow cytometry profiles are shown in (iii). (iii) Flow cytometry analysis of the contribution of donor eYFP^+^ cells to peripheral blood in primary transplant. **d**, (i) Schematic outline of lineage-tracing experiments using *Pdgfra–cre*^ERT2^; *R26R*–eYFP embryos. (ii) Confocal image of a *Pdgfra–cre*^ERT2^; *R26R*–eYFP neonatal long-bone section following *cre* activation at E9.5, showing eYFP^+^CD45^+^ blood cells in the bone marrow. (iii) Contribution of donor eYFP^+^ cells to peripheral blood (PB), bone marrow (BM), thymus and spleen in primary (6 months post transplantation; left) and secondary (4 months post tranplantation; right) transplants (*n* = 5). Ao, aortic lumen; NT, neural tube; DAPI, 4′,6-diamidino-2-phenylindole dihydrochloride; FSC-A, forward scatter area. The percentage of cells in the different quadrants in the flow cytometry plots are indicated. Data were derived from biologically independent samples, animals and experiments (*n* = 5). Data represent the mean ± s.d. Source data

To formally establish a lineage relationship between PDGFRA^+^ cells at E9.5 and their progeny, we crossed *Pdgfra–cre*^ERT242^ mice with R26R–enhanced yellow fluorescent protein (eYFP)^43^ mice to generate *Pdgfra–cre*^ERT2^; R26R–eYFP compound transgenic embryos (Fig. 2b(i)) and induced *cre* recombination at E9.5 by delivering single injections of tamoxifen to pregnant mothers and harvesting embryos at E11.5. CD31^+^ endothelial cells in the E9.5 AGM do not express *Pdgfra* (Extended Data Fig. 3d(i),(ii))^44^. There was sufficient recombination with 6.4% of limb bud cells expressing eYFP following a single injection of tamoxifen at E9.5 (Extended Data Fig. 3e). Bearing in mind that PDGFRA^+^ cells labelled at E7.5 and E8 also contribute to the endothelium of the dorsal aorta at E10.5 (ref. ^36^), *Pdgfra–cre*^ERT2^; R26R–eYFP recombination at E9.5 also resulted in eYFP^+^ aortic endothelial, sub-endothelial and blood cells in the E11.5 AGM (Fig. 2b(ii),(iii)), marking approximately a third of all CD31^+^CD45^+^ cells (Extended Data Fig. 3f(i),(ii)). Only a minority of eYFP^+^ cells still expressed PDGFRA protein (Fig. 2b(iii) and Extended Data Fig. 3g). The eYFP^+^PDGFRA^+^ cells were CD31^−^ and CD45^−^ and had lower eYFP fluorescence than CD31^+^ or CD45^+^ cells (Fig. 2b). There were no eYFP^+^CD31^+^ endothelial cells in the E11.5 yolk sac, placenta or umbilical and vitelline vessels (Extended Data Fig. 3h).

To evaluate whether these eYFP^+^ cells included LT-HSCs, we again induced *cre* recombination in *Pdgfra–cre*^*ERT2*^; R26R–eYFP compound transgenic embryos at E9.5, harvested E11.5 embryos and performed transplantation assays with eYFP^+^ AGM cells (Fig. 2c(i)). These cells were able to reconstitute haematopoiesis in lethally irradiated mice following primary and secondary transplantation and contributed to multiple blood lineages (Fig. 2c(ii),(iii)). To establish whether *Pdgfra*–eYFP^+^ cells populate the bone marrow, *Pdgfra–cre*^ERT2^; R26R–eYFP compound transgenic embryos were matured to term following induction of recombination at E9.5 and delivered by caesarean section (owing to difficulties in parturition; Fig. 2d(i)). eYFP^+^CD45^+^ blood cells were present in the bone marrow of the *Pdgfra–cre*^ERT2^; R26R–eYFP compound neonatal mice (Fig. 2d(ii)). These cells were able to reconstitute haematopoiesis in lethally irradiated mice following primary and secondary transplantation (Fig. 2d(iii)) and contributed to multiple blood lineages (Extended Data Fig. 3i,j).

Given the contributions of E9.5 PDGFRA^+^ cells to structures of the aorta and blood cells that arise therein at E11.5, we predicted that ablation of these cells and their progeny would have a profoundly deleterious impact on the developing aorta and haematopoiesis. To explore this, we crossed *Pdgfra*–*cre*^ERT2^ mice^42^ with inducible diphtheria toxin receptor (iDTR) mice^45^ to generate *Pdgfra–cre*^ERT2^; *iDTR* embryos (Extended Data Fig. 4a). We conditionally induced expression of diphtheria toxin receptor in E9.5 PDGFRA^+^ cells through treatment with tamoxifen, followed by ablation of these cells using diphtheria toxin at E10.5 in *Pdgfra–cre*^ERT2^; *iDTR* embryos (Extended Data Fig. 4a(i)). We then studied the resulting impact on the AGM architecture at E11.5. In whole-mount and tissue sections of compound transgenic embryos, there was severe disruption of normal dorsal aorta development (Extended Data Fig. 4a(ii)). In these embryos, there was concomitant reduction in the number of various cell types: endothelial (CD31^+^), blood (SCA1^+^CD45^+^), perivascular (PDGFRB^+^) and CFU-Fs (PDGFRA^+^; Extended Data Fig. 4a(iii)) as well as blood progenitors (Extended Data Fig. 4a(iv)) and CFU-Fs (Extended Data Fig. 4a(v)). These data indicate that the absence of PDGFRA-expressing cells in the developing embryo should have a profoundly deleterious impact on AGM haematopoiesis. Mice carrying a targeted null mutation of *Pdgfra* show early embryonic lethality^46^, and PDGFRA signalling has previously been reported to be essential for establishing a microenvironment that supports definitive haematopoiesis^47^. To directly test whether LT-HSCs were generated in the absence of *Pdgfra*, we crossed tdTomato/Rosa26; *Pdgfra*–nGFP knock-in (KI) heterozygote mice to generate *Pdgfra* KI/KI (null) and KI/+ (heterozygote) embryos with ubiquitous tdTomato expression, and performed colony-forming unit–culture (CFU-C) and transplantation assays with individual E10.5 and E11.5 AGMs from GFP^+^ KI embryos with retrospective genotyping of yolk sacs (Extended Data Fig. 4b(i)). Consistent with our expectations, *Pdgfra*-null E10.5 and E11.5 AGMs produced significantly fewer CFU-Cs and no LT-HSCs (Extended Data Fig. 4b(ii),(iii)).

### Distinct waves of PSCs serially populate the AGM

To investigate the source of AGM CFU-Fs, we first crossed R26R–eYFP mice with *Mesp1*–*cre* (mesoderm) mice^48^ and harvested embryos for confocal imaging as well as AGM flow cytometry and CFU-F assays (Fig. 3a(i)). Lineage-tracing studies using *Mesp1*–cre mice have previously shown *Mesp1*-derived cell contributions to endothelial cells of the dorsal aorta^49^. At E11.5, CD31^+^ aortic endothelial cells were *Mesp1*–eYFP^+^ and surrounded by a rim of *Mesp1*–eYFP^+^CD31^−^ sub-endothelial cells (Fig. 3a(ii), left). Sub-endothelial cells expressing the smooth-muscle marker Calponin were also *Mesp1*–eYFP^+^ (Fig. 3a(ii), right)). A survey of E8.5, E9.5 and E10.5 AGMs in *Mesp1*–eYFP^+^ embryos showed that *Mesp1*-derived stromal cells also contributed to the aortic endothelium even at these early time points (Extended Data Fig. 5a). These data collectively show that at the time of HSC emergence, sub-endothelial stromal cells were mesodermal derivatives.

**Fig. 3:**
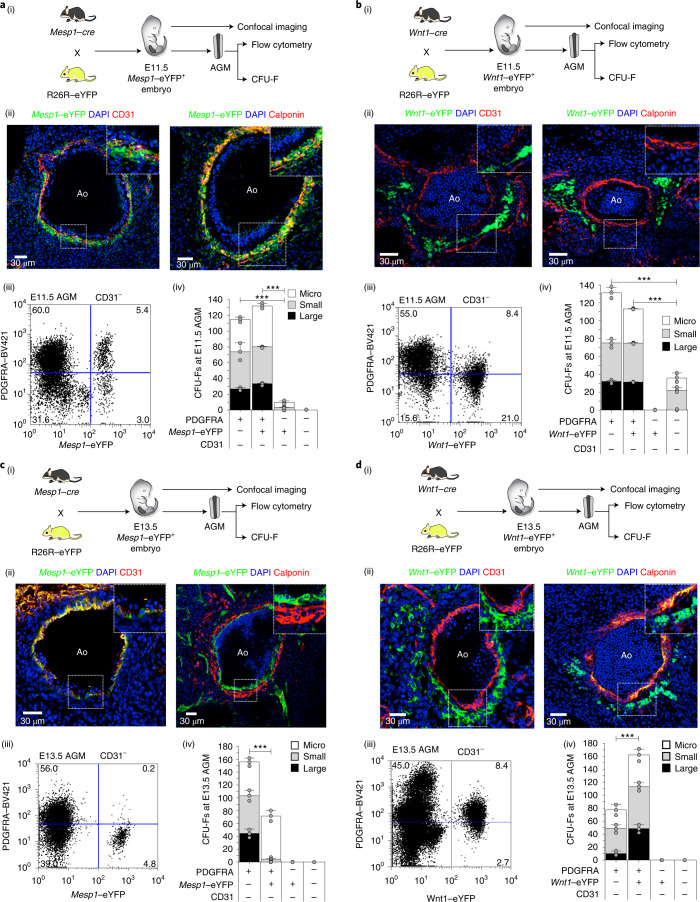
Developmental origins of AGM endothelium and CFU-Fs. **a**, (i) Schematic outlining the genetic cross used to harvest *Mesp1–cre*; *R26R*–eYFP (*Mesp1*–eYFP^+^) embryos at E11.5. (ii) Confocal microscopy images of E11.5 *Mesp1*–eYFP AGM showing the contribution of *Mesp1*-derived cells to the endothelium (left; CD31) and smooth muscle (right; Calponin). Insets: magnified views (2-fold) of the region in the white box in the main image. (iii) Percentage of CD31^−^*Mesp1*–eYFP^+^PDGFRA^+^ cells in AGMs at E11.5, determined by flow cytometry. (iv) Number of CFU-Fs in cell fractions sorted from *Mesp1*–eYFP^+^ AGMs (*n* = 7) at E11.5. **b**, (i) Schematic outlining the genetic cross used to harvest *Wnt1*–eYFP embryos at E11.5. (ii) Confocal microscopy images of E11.5 *Wnt1*–eYFP AGM showing the absence of contribution to endothelium (left; CD31), sub-endothelial smooth muscle (right; Calponin) and sub-endothelial stroma (left and right). Insets: magnified views (2-fold) of the region in the white box in the main image. (iii) Percentage of CD31^−^*Wnt1*–eYFP^+^PDGFRA^+^ cells in AGMs at E11.5, determined by flow cytometry. (iv) Number of CFU-Fs in cell fractions sorted from *Wnt1*–eYFP^+^ AGMs (*n* = 5) at E11.5. **c**, (i) Schematic outlining the genetic cross used to harvest *Mesp1*–eYFP^+^ embryos at E13.5. (ii) Confocal microscopy images of E13.5 *Mesp1*–eYFP AGMs showing the contribution of *Mesp1*-derived cells to the endothelium (left; CD31) but not to smooth muscle (right; Calponin). Insets: magnified views (2-fold) of the region in the white box in the main image. (iii) Percentage of CD31^−^*Mesp1*–eYFP^+^PDGFRA^+^ cells in AGMs at E13.5, determined by flow cytometry. (iv) Number of CFU-Fs in cell fractions sorted from *Mesp1*–eYFP^+^ AGMs (*n* = 7) at E13.5. **d**, (i) Schematic outlining the genetic cross used to harvest *Wnt1*–eYFP embryos at E13.5. (ii) Confocal microscopy images of E13.5 *Wnt1*–eYFP AGM showing that *Wnt1*-derived cells do not contribute to the endothelium (left; CD31) but do contribute to smooth muscle (right; Calponin) and sub-endothelial stroma (left and right). Insets: magnified views (2-fold) of the region in the white box in the main image. (iii) Percentage of CD31^−^*Wnt1*–eYFP^+^PDGFRA^+^ cells in AGMs at E13.5, determined by flow cytometry. (iv) Number of CFU-Fs in cell fractions sorted from *Wnt1*–eYFP^+^ AGMs (*n* = 5) at E13.5. Ao, aortic lumen; DAPI, 4′,6-diamidino-2-phenylindole dihydrochloride; BV421, brilliant violet 421. Colony sizes: micro, <2 mm, 2–24 cells; small, 2–4 mm, >25 cells; and large; >4 mm, >100 cells. CFU-F data were derived from biologically independent experiments (*n* = 3) using 5–7 embryos per experiment. Data represent the mean ± s.d. The percentage of cells in the different quadrants in the flow cytometry plots are indicated. A random-effects Poisson regression was used to compare colony counts (**a**–**d**(iv)); ***P < 0.005. The precise *P* values are provided in the source data. Source data

Approximately two-thirds of the *Mesp1*–eYFP^+^ cells were PDGFRA^+^ (Fig. 3a(iii)). In E11.5 *Pdgfra*–nGFP^+^; *Mesp1*–DsRed double-transgenic embryos, Pdgfra–nGFP^+^DsRed^+^ cells were distributed in the AGM stroma (Extended Data Fig. 5b(i),(ii)). In contrast, *Nestin*-GFP^+^ cells in *Nestin*-GFP^+^; *Mesp1*–DsRed double-transgenic embryos were largely restricted to endothelial and sub-endothelial cells in the E11.5 AGM (Extended Data Fig. 5b(iii),(iv)). Whereas *Mesp1*–eYFP^−^PDGFRA^+^ cells from E10.5 AGMs generated significantly lower numbers of CFU-Fs than the *Mesp1*–eYFP^+^PDGFRA^+^ cells (Extended Data Fig. 5c), this difference was not observed in E11.5 AGMs (Fig. 3a(iv)). PDGFRA^−^ cells on the other hand had limited CFU-F capacity at both time points and formed no large colonies. Together, these data show that the aortic endothelium, sub-endothelium and a proportion of CFU-Fs in the E11.5 AGM were derived from *Mesp1*^+^ cells but that a comparable number of CFU-Fs were not.

To explore whether the *Mesp1*–eYFP^−^ cells were derived from *Wnt1*^*+*^ cells, we next crossed R26R–eYFP mice with *Wnt1–cre* (neural crest) mice^50^ and harvested embryos for confocal imaging as well as AGM flow cytometry and CFU-F assays (Fig. 3b(i)). In contrast to *Mesp1*–eYFP^+^ cells at corresponding embryonic time points (E8.5–E11.5), *Wnt1*–eYFP^+^ cells did not contribute to the endothelium or sub-endothelium and were located deeper in the AGM stroma (E11.5; Fig. 3b(ii)) or distant to the ventral surface of the dorsal aorta (E8.5–E10.5; Extended Data Fig. 5d). However, one-third of the *Wnt1*–eYFP^+^ cells were PDGFRA^+^ (Fig. 3b(iii)), and these cells formed significantly fewer CFU-Fs than *Mesp1*–eYFP^+^PDGFRA^+^ cells at E10.5 (compare Extended Data Fig. 5c,e), but their contributions were comparable at E11.5 (compare Fig. 3a(iv),b(iv)). Although only a minority of PDGFRA^+^ cells were either *Mesp1*–eYFP^+^ (approximately 1:12; Fig. 3a(iii)) or *Wnt1*–eYFP^+^ (approximately 1:8; Fig. 3b(iii)), these two subfractions collectively accounted for CFU-F potential in the E10.5 and E11.5 AGM.

Unlike MSCs in the E14.5 embryonic trunk, which were reported to be derived from Sox1^+^ neuroepithelium^35^, *Sox1*–eYFP^+^PDGFRA^+^ cells were very rare in the E11.5 AGM (2%) and did not contribute to large CFU-Fs (Extended Data Fig. 5f(i)–(iii)).

Therefore, the E11.5 AGM has at least two populations of PDGFRA^+^ CFU-Fs that have different lineage ancestries (*Mesp1*-derived, *Mesp1*^der^; and *Wnt1*-derived, *Wnt1*^der^) and occupy distinct anatomical locations with respect to the haemogenic endothelium. Furthermore, *Mesp1*^der^ PSCs showed greater multilineage differentiation capacity than non-*Mesp1*^der^ PSCs (Extended Data Fig. 5g).

In contrast to the haemogenic E10.5 and E11.5 AGM, the E13.5 AGM is no longer haemogenic^18^. To evaluate whether CFU-F populations changed during this transition, we crossed R26R–eYFP mice with *Mesp1–cre* mice and harvested embryos for confocal imaging as well as AGM flow cytometry and CFU-F assays at E13.5 (Fig. 3c(i)). Whereas the dorsal aorta was still lined by *Mesp1*–eYFP^+^CD31^+^ endothelial cells (Fig. 3c(ii), left), Calponin^+^ sub-endothelial cells were *Mesp1*–eYFP^−^ (Fig. 3c(ii), right). Furthermore, *Mesp1*–eYFP^+^ PSCs, which were relatively abundant at E11.5 (5.4%; Fig. 3a(iii)), were rare at E13.5 (0.2%; Fig. 3c(iii)). Large-CFU-F potential in the E10.5 and E11.5 AGM was seen in both the *Mesp1*–eYFP^+^ and eYFP^–^ PDGFRA^+^ fractions (Fig. 3a(iv) and Extended Data Fig. 5c), but in the absence of *Mesp1*–eYFP^+^PDGFRA^+^ cells at E13.5, they were derived exclusively from *Mesp1*–eYFP^−^PDGFRA^+^ cells (Fig. 3c(iv)).

We then crossed R26R–eYFP mice with *Wnt1–cre* mice and harvested embryos at E13.5 for confocal imaging as well as AGM flow cytometry and CFU-F assays (Fig. 3d(i)). As observed in E8.5–E11.5 embryos (Fig. 3b(ii), left and Extended Data Fig. 5d), there was no evidence of *Wnt1*–eYFP^+^-derived endothelial cells at E13.5 (Fig. 3d(ii), left), but the layer of *Mesp1*–eYFP^+^CD31^−^Calponin^+^ sub-endothelial cells that were evident at E11.5 had been replaced by *Wnt1*–eYFP^+^CD31^−^Calponin^+^ cells (Fig. 3d(ii), right). There were equal proportions (8.4%) of *Wnt1–eYFP* PSCs at E13.5 and E11.5 (compare Fig. 3b(iii),d(iii)). In the absence of *Mesp1*–eYFP^+^ PSCs at E13.5, large-CFU-F potential was mostly seen in *Wnt1*–eYFP^+^ PSCs (Fig. 3d(iv)).

It is important to note that *Mesp1* transcripts were absent in PDGFRA^+^ (CFU-F), PDGFRB^+^ (pericytes) and CD31^+^ (endothelial) cells in the AGM at both E11.5 and E13.5 (Extended Data Fig. 6a). Therefore, *Mesp1*–eYFP^+^ cells in the AGM at these time points are Mesp1-derived cells that do not currently express *Mesp1*. Although *Wnt1* transcripts were absent in E13.5 cells, there was variable and low-level *Wnt1* expression at E11.5 in PDGFRA^+^ but not PDGFRB^+^ or CD31^+^ cells (Extended Data Fig. 6b).

Together, these data show that at the time of HSC emergence at E11.5 (and E10.5), sub-endothelial stromal cells were mesodermal (that is, *Mesp1*) derivatives. The loss of *Mesp1*^der^ cells in the sub-endothelium, along with replacement by *Wnt1*^der^ cells at E13.5, temporally coincides with the loss of EHT in the dorsal aorta.

### *Mesp1*^der^ PSCs induce EHT in non-haemogenic endothelium

To determine whether there were EHT-promoting attributes in E10.5 and E11.5 *Mesp1*^der^ PSCs that were absent in E11.5 and E13.5 *Wnt1*-derived progenitors, we performed co-aggregate cultures of FAC-sorted *Mesp1*^der^ and *Wnt1*^*der*^ PSCs with endothelial cells from ubiquitous GFP^+^ (*UBC–gfp*/*BL6*)^51^ mice. The *Mesp1*^der^ and *Wnt1*^*der*^ PSCs were harvested from the AGMs of compound transgenic embryos generated by crossing *Mesp1*–*cre* or *Wnt1*–*cre* mice with STOCK Tg(CAG-Bgeo-DsRed*MST)1Nagy/J (Z/Red) reporter mice^52^.

Endothelial cells (*UBC*–GFP^+^PDGFRA^−^PDGFRB^−^CD31^+^VE-cadherin(VE-Cad)^+^CD41^−^CD45^−^) from E10.5, E11.5 and E13.5 AGM or 12–16-week-old female adult mice (heart, lung, aorta and inferior vena cava) were co-aggregated with stromal cells (PDGFRA^+^PDGFRB^−^CD31^−^VE-Cad^−^CD41^−^CD45^−^) from E10.5 and E11.5 *Mesp1*^−^DSRed^+^ AGM (Fig. 4a(i) and Extended Data Fig. 6c(i),(ii)). Following 96 h of culture, the co-aggregates were cryosectioned for confocal imaging or used for flow cytometry, CFU-C and transplantation assays to establish progenitor and stem cell potential of emerging blood cells. Confocal microscopy and flow cytometry showed GFP^+^CD45^+^ cells in all endothelial and *Mesp1*^der^ PSC co-aggregates (Fig. 4a(ii) and Extended Data Fig. 6d; E13.5 AGM endothelium and E11.5 *Mesp1*^der^ PSCs). No DsRed^+^CD45^+^ cells were found in any co-aggregate. Co-aggregation of both E10.5 and E11.5 *Mesp1*^der^ PSCs with E11.5 (haemogenic) or E13.5 (non-haemogenic) AGM or adult heart, lung, aortic or inferior vena cava endothelium resulted in the emergence of *UBC*–GFP^+^ CFU-Cs (Fig. 4a(iii)) and endothelial cell-derived (*UBC*–GFP^+^) LT-HSCs with robust multilineage haematopoietic reconstitution (Fig. 4a(iv),(v) and Extended Data Fig. 7a,b). There were no PSC-derived (DsRed^+^) haematopoietic cells in any co-aggregate transplant recipient (Extended Data Fig. 7a(ii)–(iv)). Transplantation of aggregates composed of endothelial cells or PSCs alone did not contribute to haematopoietic cells (Extended Data Fig. 8a). Co-aggregates of E10.5 and E11.5 *Mesp1*^der^ PSCs with inferior vena cava endothelium yielded CFU-Cs, but their number was lower than those from aortic endothelium with correspondingly low donor chimerism (Fig. 4a(iv),(v)). These data were suggestive of inherent differences in endothelial cell types that made them more or less receptive to EHT.

**Fig. 4:**
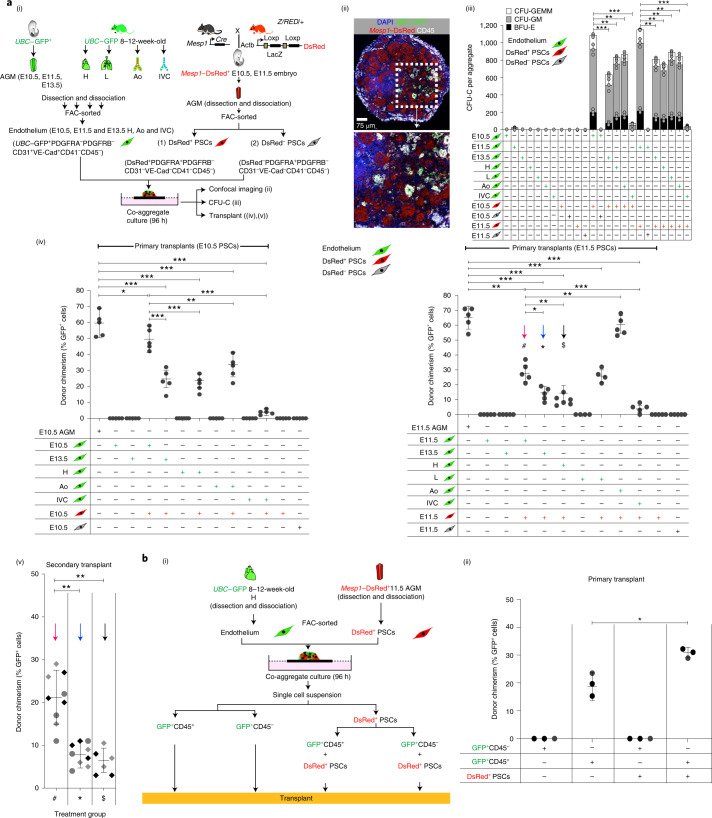
Co-aggregate cultures of endothelial cells with E11.5 *Mesp1*^der^ PSCs generate endothelium-derived LT-HSCs. **a**, (i) Schematic outlining the process for harvesting the cell types used in co-aggregate cultures. PSCs (150,000 cells) from E10.5 and E11.5 embryos were co-aggregated with endothelial cells from E10.5, E11.5 and E13.5 AGM, adult heart, lung, aorta and inferior vena cava (25,000 cells) and cultured for 96 h. The PSCs were DsRed^+^ or DsRed^−^ (*Mesp1*–DsRed^+/−^PDGFRA^+^PDGFRB^−^CD31^−^VE-Cad^−^CD41^−^CD45^−^); the endothelial cells were GFP^+^ (*UBC*–GFP^+^PDGFRA^−^PDGFRB^−^CD31^+^VE-Cad^+^CD41^−^CD45^−^). CD31 staining is shown in white. (ii) Confocal microscopy images of cryosections of a co-aggregate of E11.5 *Mesp1*–DsRed^+^ PSCs and E13.5 endothelial cells at 96 h showing GFP^+^CD45^+^ cells. A magnified view (2-fold) of the region in the white box in the main image (top) is shown (bottom). DAPI, 4′,6-diamidino-2-phenylindole dihydrochloride. (iii) CFU-C potential of embryonic and adult aortic endothelium co-aggregated with E10.5 or E11.5 *Mesp1*–DsRed^+^, or E11.5 *Mesp1*-DsRed^−^ PSCs. BFU-E, burst-forming unit–erythroid; CFU-GM, colony-forming unit–granulocyte/‌macrophage; CFU-GEMM, colony-forming unit–granulocyte/erythrocyte/macrophage/‌megakaryocyte. (iv) Percentage of GFP^+^ cells in peripheral blood of irradiated recipients 4–6 months after transplantation of co-aggregates (one co-aggregate for each adult irradiated recipient) using PSCs from E10.5 (left) and E11.5 (right) *Mesp1*–DsRed+ embryos. The coloured arrows and corresponding symbols (#, *, $) indicate groups of mice that were used in secondary transplants. (v) Percentage of GFP^+^ cells in the peripheral blood of irradiated recipients 4 months after bone-marrow transplants from corresponding mice in (iv). **b**, (i) Schematic outline of the experimental procedure used to fractionate GFP^+^CD45^+^ or GFP^+^CD45^−^ cells and DsRed^+^ E11.5 PSCs from co-aggregate cultures at 96 h for transplantation. (ii) Percentage of GFP^+^ cells in the peripheral blood of irradiated recipients 4 months after primary transplantation of co-aggregate fractions (co-aggregates were pooled and sorted into GFP^+^CD45^+^, GFP^+^CD45^−^ or DsRed^+^ fractions, and equivalent cell volumes of GFP^+^CD45^+^ or GFP^+^CD45^–^ cells were injected with or without DsRed^+^ cells, such that each adult irradiated recipient received cells from approximately one co-aggregate) as shown. Data represent the mean ± s.d. Data were derived from biologically independent samples, animals and experiments (**a**, *n* = 3; **b**, *n* = 5). Ao, adult aorta; H, adult heart; L, adult lung; IVC, adult inferior vena cava. A random-effects Poisson regression was used to compare colony counts (**a**(iii)), and analysis of variance (ANOVA) was used to compare donor chimerism (**a**(iv),(v) and **b**(ii)); *P < 0.05, **P < 0.01, ***P < 0.005. The precise *P* values are provided in the source data. Source data

As these injected co-aggregates potentially contained transitional EHT cells and were being injected with *Mesp1*^der^ PSCs, we also fractionated GFP^+^ (endothelial-derived) CD45^+^ and CD45^−^ cells as well as *Mesp1*^der^ PSCs, from 96-h adult heart endothelial cell–*Mesp1*^der^ PSC co-aggregates (Extended Data Fig. 8b), and transplanted cells as shown (Fig. 4b(i)). Although GFP^+^CD45^−^ cells did not contribute to donor chimerism with or without *Mesp1*^der^ PSCs, CD45^+^ cells in these co-aggregates engrafted and contributed to long-term donor chimerism with or without *Mesp1*^der^ PSCs (Fig. 4b(ii)). Together, these data show that (1) endothelial cell-derived (GFP^+^) CD45^+^ cells in the co-aggregates could engraft and contribute to long-term reconstitution without ongoing support from *Mesp1*^der^ PSCs, (2) *Mesp1*^der^ PSCs could not facilitate in vivo maturation/engraftment of CD45^−^ cells and (3) donor chimerism increased when CD45^+^ cells were co-transplanted with *Mesp1*–DsRed PSCs, possibly due to the latter providing additional in vivo maturation/engraftment support.

Tissues ventral to the AGM have an enhancing effect on HSC emergence, whereas tissues on the dorsal side decrease HSC production^53,54^. *Mesp1*^der^ PSCs were indeed more abundant (7:1) in the mesenchyme around the ventral half of the dorsal aorta compared with the dorsal half (Extended Data Fig. 8c(i),(ii)). To study whether there were intrinsic differences in ventrally and dorsally distributed *Mesp1*^der^ PSCs and their capacity to induce EHT, we dissected E11.5 AGM from Mesp1–DsRed^+^ embryos and separated the dorsal and ventral halves^55^ before FACS purification of *Mesp1*^der^ PSCs (Extended Data Fig. 8c(i)). The CFU-F and replating capacity of the ventral fraction of *Mesp1*^der^ PSCs were comparable to the whole AGM, whereas the dorsal fraction failed to form large colonies and had limited replating capacity (Extended Data Fig. 8c(ii),(iii)). Furthermore, whereas the dorsal fraction of *Mesp1*^der^ PSCs failed to induce CFU-Cs from either E11.5 or adult heart endothelium, those from the ventral fraction induced robust numbers including LT-HSCs (Extended Data Fig. 8c(iv),(v)). By contrast, co-aggregation of E11.5 or E13.5 *Wnt1*^der^ PSCs with E11.5 (haemogenic) or E13.5 (non-haemogenic) aortic endothelium generated CFU-Cs at very low numbers or not at all, and without any long-term reconstitution when transplanted (Extended Data Fig. 9a(i)–(iv)). CFU-C generation was also comparable across different lots of fetal calf serum (FCS; Extended Data Fig. 9b).

### *Mesp1*^der^ PSCs induce haemogenic transcriptional programmes

The cell signalling pathways that coordinate AGM haematopoiesis are not entirely clear, although the roles of WNT^20^, NOTCH^19,56^ and BMP^21,22^ signalling in regulating critical transcription factors have been described. In addition, HSC production is known to be modulated by activation of nitric oxide synthesis mediated by shear stress and blood flow^57,58^, components of prostaglandin E2 (ref. ^59^) and inflammatory signals^60^. Catecholamine signalling in sub-aortic mesenchymal cells has also been shown to impact HSC emergence during embryonic development^61^.

To explore the transcriptional changes in non-haemogenic endothelial cells during their transition to haemogenic endothelium and to identify features in E11.5 *Mesp1*^der^ PSCs that distinguish them from E11.5 or E13.5 *Wnt1*^der^ PSCs, we performed RNA sequencing on freshly isolated endothelial cells and *Mesp1*^der^ PSCs as well as on endothelial cells extracted from co-aggregate cultures at 96 h (with *Mesp1*^der^ PSCs or without *Mesp1*^der^ PSC controls). Principal component analysis (PCA) of the transcriptomes of E11.5 and E13.5 endothelial cells extracted from *Mesp1*^der^ PSC co-aggregates were more closely aligned with each other and with freshly isolated E11.5 endothelium than with freshly isolated E13.5 endothelium or control endothelial cells from 96-h co-aggregates (Fig. 5a). The PSC fractions were more closely aligned with each other than with endothelial cells, but consistent with their distinct germline derivations and temporal extractions, they were distributed across discrete sectors in transcriptomic space. Consistent with their acquisition of haemogenic properties, genes annotated by Ingenuity Pathway Analysis as associated with development of haematological systems were more differentially expressed in E13.5 endothelial cells extracted from *Mesp1*^der^ PSC co-aggregates compared with freshly isolated non-haemogenic E13.5 AGM endothelial cells (Fig. 5b).

**Fig. 5:**
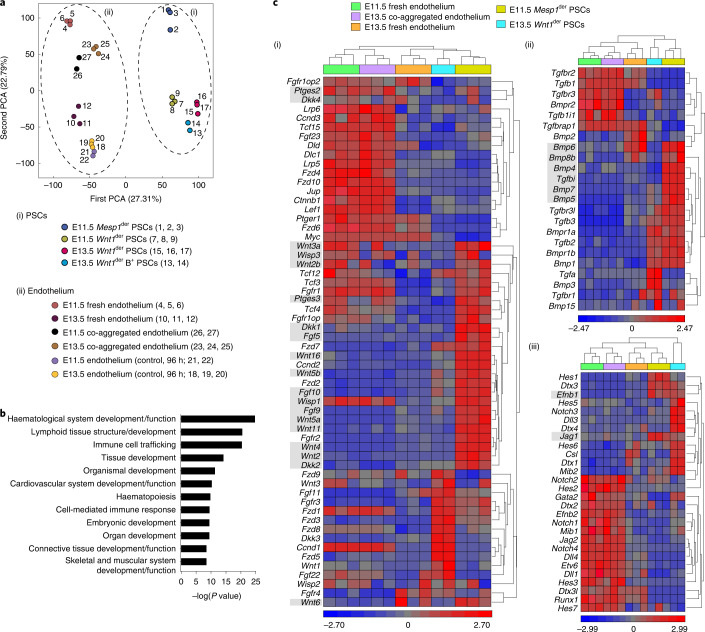
Reciprocal ligand–receptor expression between *Mesp1*^der^ PSCs and haemogenic endothelium. **a**, Two-dimensional PCA plot generated from transcriptomes (top). (i) Fresh PSCs at E11.5 (*Mesp1*–eYFP^+^PDGFRA^+^, *Mesp1*^der^ PSCs), at E11.5 and E13.5 (*Wnt1*–eYFP^+^ PDGFRA^+^, *Wnt1*^der^ PSCs) and at E13.5 (*Wnt1*–eYFP^+^PDGFRB^+^, *Wnt1*^der^ B^+^ PSCs). (ii) Endothelial cells: fresh at E11.5 and E13.5; E11.5 and E13.5 endothelial cells taken from co-aggregates with E11.5 *Mesp1*–eYFP^+^ PSCs (96 h); and E11.5 and E13.5 control endothelial cells without PSCs (96 h). **b**, Molecular functions annotated by Ingenuity Pathway Analysis of differentially expressed genes—first in E13.5 endothelial cells co-aggregated with E11.5 *Mesp1*–eYFP^+^ PSCs and second in E13.5 control fresh endothelium. **c**, Hierarchical clustering of gene expression profiles of haematopoietic mediators associated with WNT (i), BMP (ii) and NOTCH (iii) signalling in E11.5 *Mesp1*^der^ PSCs, E13.5 *Wnt1*^der^ PSCs and E13.5 endothelial cells following co-aggregation with *Mesp1*^der^ PSCs and control E11.5 and E13.5 fresh endothelium. Ligands that were expressed in *Mesp1*^der^ PSCs but not *Wnt1*^der^ PSCs are highlighted in grey. Data were derived from biologically independent samples, animals and experiments (*n* = 3). Each replicate is displayed separately. Source data

We evaluated the expression levels of WNT^20^, BMP^21,22^ and NOTCH^56,62^ components in E11.5 and E13.5 endothelial cells (both freshly isolated and those extracted from *Mesp1*^der^ PSC co-aggregates in the case of E13.5), E11.5 *Mesp1*^der^ PSCs and E13.5 *Wnt1*^der^ PSCs (Fig. 5c(i)–(iii)). E11.5 *Mesp1*^der^ PSCs expressed higher levels of several secreted proteins that have previously been associated with EHT, and the *Wnt1*^der^ PSCs expressed lower levels. Interestingly, there were higher expression levels in many of the corresponding receptors, signal transducers and target genes of these ligands in E13.5 endothelial cells extracted from co-aggregate cultures than in freshly isolated non-haemogenic E13.5 endothelial cells, such that they clustered with E11.5 fresh endothelium (Fig. 5c(i)–(iii)). These data suggested a role for WNT, BMP and NOTCH signalling in the induction of EHT in endothelial–*Mesp1*^der^ PSC co-aggregates. To test this, we performed E10.5 and E11.5 *Mesp1*^der^ PSC co-aggregation with adult heart and aortic endothelial cells in the presence of WNT, BMP or NOTCH inhibitors, followed by CFU-C and transplantation assays. With increasing concentrations of WNT (WIF-1 and draxin; Extended Data Fig. 10a(i)), NOTCH (LY450139 and MK0752; Extended Data Fig. 10a(ii)) and BMP (USAG1; Extended Data Fig. 10a(iii)) inhibitors, there was dose-dependent inhibition of CFU-Cs and a corresponding reduction in donor chimerism in hosts at 6 months following the transplantation of aggregates (Extended Data Fig. 10a). Combined inhibition of all three signalling pathways (WIF-1, MK0752 and USAG1) did not compromise the co-aggregate/re-aggregate cell viability (Extended Data Fig. 10b(i)) but ablated CFU-C and LT-HSC activity (Extended Data Fig. 10b(ii),(iii)).

To capture transcriptional changes in single endothelial cells as they gained haemogenic potential when co-aggregated with AGM stroma, we FAC-sorted adult cardiac endothelial cells from *UBC*–GFP^+^ mice (GFP^+^CD31^+^VE-Cad^+^CD41^−^CD45^−^PDGFRA^−^PDGFRB^−^) and performed co-aggregate cultures with *Mesp1*^der^ PSCs, FAC-sorted from E11.5 *Mesp1*–DsRed^+^ AGMs (DsRed^+^PDGFRA^+^PDGFRB^−^CD31^−^VE-Cad^−^CD41^−^CD45^−^). 

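Single-cell transcriptomes were collected from 3 independent pools of cells (A, B and C), and each pool covered 0, 24, 48, 72 and 96 h of culture with E11.5 PSCs. The paper states that the hearts came from 12–16-week-old female mice and that a co-aggregate combined 25,000 endothelial cells with 150,000 PSCs. Each captured messenger RNA carried a unique molecular identifier (UMI), so that a count is a number of molecules and not of amplified reads. The authors processed the reads with Cell Ranger v3.1.0 on the mouse genome mm10 (GRCm38), joined the libraries with batch-effect removal and deposited UMI counts per gene, the same values after normalization and a cluster number for each cell. Barcodes carry 1 of 3 library suffixes. Library suffix 1 held 3,507 cells with 92,498,954 UMIs in all and a median of 23,651 UMIs per cell. Suffix 2 held 3,958 cells with 72,496,908 UMIs and a median of 13,440.5, and suffix 3 held 2,097 cells with 87,343,180 UMIs and a median of 38,312. The files used here link neither a suffix to a pool nor a cell to a time point. All cells were therefore treated as 1 sample without replicates, no test was run, and values by library refer to 3 libraries of unknown pool.

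UMI counts were scaled to counts per 10,000 UMIs of the cell (CPTT), and a cell was called positive above 0.5 CPTT, the threshold of the paper's dot plots. Shares of cells are given with exact (Clopper–Pearson) 95% binomial intervals. Sums of UMIs over a group of cells are given per 10,000 UMIs of that group with exact Poisson intervals, and log2 ratios of sums with exact conditional binomial intervals. All of these intervals cover counting error only. A deeply sequenced cell shows more genes than a shallow one, so shares were also computed after 5,000 UMIs had been drawn at random from each cell. This step left out the 90 cells with fewer UMIs.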

Endothelial cells were FAC-sorted (GFP^+^CD31^+^VE-Cad^+^PDGFRA^−^) from co-aggregate cultures at 24, 48, 72 and 96 h, pooled with freshly sorted adult cardiac endothelium, and single-cell next generation sequencing libraries were prepared using a 10X Genomics Chromium platform. 

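The deposited table assigns each cell to 1 of 7 clusters, numbered 0 to 6, and these numbers were used without clustering the cells again. Cluster 2 was the largest, with 5,396 cells or 56.4% of all cells (55.4–57.4%), followed by cluster 5 with 1,572 cells (16.4%, 15.7–17.2%). Clusters 0 and 1 held 728 and 799 cells, cluster 4 held 518, cluster 6 held 310 (3.24%, 2.90–3.62%) and cluster 3 held 239 (2.50%, 2.20–2.83%). Each cluster had cells of all 3 libraries, and the share of cluster 1 ranged most in relative terms, from 4.52% of the cells with suffix 2 to 11.3% with suffix 3. Depth differed between clusters. The median was 7,875 UMIs per cell in cluster 1, 14,061 in cluster 0, 19,475.5 in cluster 4, 22,493 in cluster 2, 23,684 in cluster 3, 32,186 in cluster 6 and 36,065.5 in cluster 5.

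Genes with at least 1 UMI per 10,000 in a cluster were ranked by their ratio to all other clusters together. Because the clusters were made from the same counts, these genes describe the clusters and are no independent evidence. Cluster 0 was led by *Gja5*, at 5.09 UMIs per 10,000 against 0.0608 in the other clusters, and also had *Gja4* among its top 10 genes, so it is called arterial endothelial-like here. The top 10 of cluster 1 held inflammatory genes such as *Il1a*, *Saa3*, *Csf3* and *Cxcl1*, and none of the markers listed beforehand. Summed as a list, however, the capillary endothelial markers stood at 81.4 UMIs per 10,000 in cluster 1. They stood at 1.13 to 2.61 in the other clusters. In cluster 2 the first gene was *Aplnr*, at 3.84 against 0.352 UMIs per 10,000, with *Mest* and *Emcn* lower in the top 10. Both clusters are referred to by number. Cluster 3 was led by *Dppa5a*, *Utf1* and *Rhox6*, which belong to none of the 24 marker lists, and is left unnamed. *Col1a1*, *Col1a2*, *Col3a1* and *Postn* were among the top 10 genes of cluster 4, which is called fibroblast or stromal-like. *Krt8*, an epithelial marker, was also in this top 10. *Pdgfra* (ENSMUSG00000029231), whose product was absent from the surface of the sorted cells by the gates used, was above 0.5 CPTT in 40.9% of the cells in cluster 4 (36.7–45.3%) and in 0.318% to 1.79% of the cells in the other clusters. Cluster 5 had neutrophil genes (*S100a9*, *S100a8* and *Mpo*) and macrophage genes (*Csf1r* and *C1qb*) in its top 10 and is left unnamed. Cluster 6 had *Ppbp*, *Treml1*, *Gp1bb* and *Pf4* in its top 10 and is called megakaryocyte or platelet-like.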

Uniform manifold approximation and projection (UMAP) representation of endothelial cell transcriptomes from triplicate pools and Leiden clustering^63^ detected several cell populations (Fig. 6a). SOX17 is expressed in endothelial cells lining arteries, but not veins, and is a key regulator of haemogenic endothelium^64^. RUNX1 represses the pre-existing arterial programme in haemogenic endothelium and is required for haematopoietic cell transition from haemogenic endothelium^27,65^. These transcription factors show a reciprocal expression pattern with most cells in clusters 5 and 6 showing robust *Runx1* expression, and those in clusters 0, 1 and 2 showing high *Sox17* expression (Fig. 6b). 

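*Runx1* (ENSMUSG00000022952) is a protein-coding gene on chromosome 16 of GRCm38, from 92,601,466 to 92,826,149 on the minus strand. It was above 0.5 CPTT in 69.7% of the cells in cluster 5 (67.4–72.0%) and 83.5% of those in cluster 6 (78.9–87.5%). In clusters 0, 1 and 2 the shares were 9.62% (7.57–12.0%), 7.89% (6.11–9.98%) and 1.74% (1.41–2.13%). Clusters 5 and 6 together had 72.0% positive cells, with 65.5% to 81.3% across the 3 libraries, and clusters 0, 1 and 2 together had 3.28%, with 1.98% to 4.01%. Free RNA taken up by droplets gives some UMIs in any cell, and clusters 3 and 4, which the paper describes as non-haematopoietic, served as a reference for it. In these, 8.06% of cells were positive (3.77% in cluster 3 and 10.0% in cluster 4) at a median of 20,089 UMIs, against medians of 35,461 in clusters 5 and 6 and 19,011 in clusters 0, 1 and 2. Cluster 2 lay below cluster 4 at a similar depth, so the share in cluster 4 is not a level of free RNA alone, and the share in cluster 3 rests on 9 cells. The share in clusters 5 and 6 moved most with depth and that in clusters 0, 1 and 2 most with the threshold, to 5.40% above 0 CPTT. With every cell at 5,000 UMIs, *Runx1* was detected in 46.0% of the cells in clusters 5 and 6, 2.31% of those in clusters 0, 1 and 2 and 5.06% of those in clusters 3 and 4.

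*Sox17* (ENSMUSG00000025902) is a protein-coding gene on chromosome 1, from 4,490,931 to 4,497,354 on the minus strand. It was above 0.5 CPTT in 90.9% of the cells in cluster 0 (88.6–92.9%), 59.1% in cluster 1 (55.6–62.5%) and 64.5% in cluster 2 (63.2–65.8%). Summed over cells, its level was 3.44 UMIs per 10,000 in cluster 0, 1.91 in cluster 1 and 1.23 in cluster 2. The order of clusters 1 and 2 by share was due to their depth and the threshold, since at 5,000 UMIs per cell the shares were 47.4% and 39.3%. In clusters 5 and 6 the shares were 11.4% (9.86–13.1%) and 11.3% (7.99–15.4%), which is not above the 12.0% (9.79–14.6%) in clusters 3 and 4 together (19.7% and 8.49%). Whether these UMIs are expression or free RNA is left open. The share depended on 1 library. Clusters 5 and 6 together had 11.4% positive cells with all libraries and 7.19% without library suffix 2. With every cell at 5,000 UMIs, *Sox17* was detected in 43.9% of the cells in clusters 0, 1 and 2, 7.30% of those in clusters 5 and 6 and 8.52% of those in clusters 3 and 4.

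**Figure D1:**
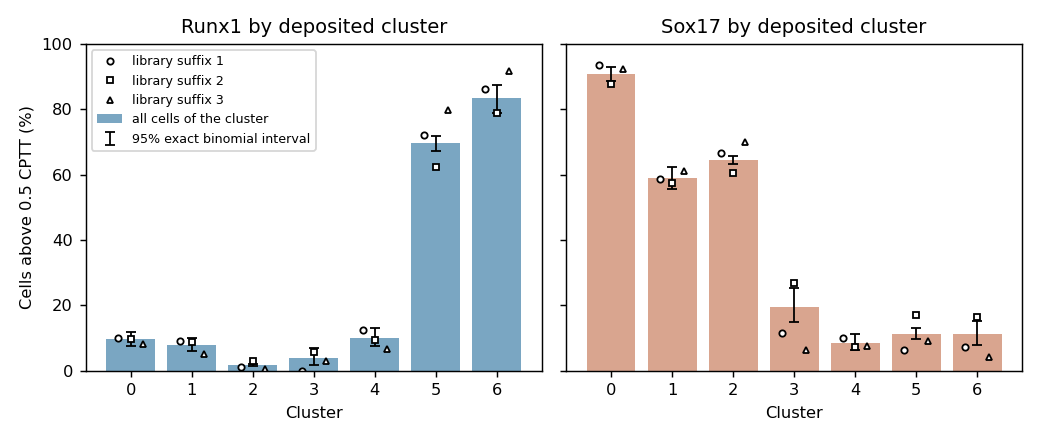
Share of cells above 0.5 CPTT (per cent) for *Runx1* (left) and *Sox17* (right) in each deposited cluster. Bars give all cells of a cluster, error bars the exact 95% binomial interval and open symbols the 3 libraries of unknown pool, and *Runx1* reaches 69.7% and 83.5% in clusters 5 and 6 whereas *Sox17* lies between 59.1% and 90.9% in clusters 0, 1 and 2.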

Endothelial cells were FAC-sorted based on their CD31 (also known as PECAM) and VE-Cad (also known as CDH5) surface protein expression. 

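Cells were split by *Runx1* detection at a common depth of 5,000 UMIs. At least 1 *Runx1* UMI was found in 1,060 cells and none in 8,412. Their medians before thinning were 29,975.5 and 20,666.5 UMIs. Of the *Runx1*-positive cells, 64.6% belonged to cluster 5 and 16.9% to cluster 6, and 63.1% of the *Runx1*-negative cells belonged to cluster 2, so the split largely separates these clusters.

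All 7 haematopoietic genes examined had more UMIs per 10,000 in *Runx1*-positive cells, in each of the 3 libraries. *Gfi1b* (chromosome 2, 28,609,450–28,621,982) had the largest log2 ratio, 3.38 (0.457 against 0.0438 UMIs per 10,000), followed by *Itga2b* at 3.23 (3.09 to 3.37) and *Gata1* at 3.00 (2.71 to 3.30). *Ptprc* had a log2 ratio of 2.70, *Spi1* of 2.69 and *Myb* of 2.61. *Gfi1*, which is counted in neither group of genes here, had 3.58. The smallest of the 7 was that of *Tal1* (chromosome 4, 115,056,426–115,071,755), 0.96 (0.79 to 1.13), because *Tal1* was also present at 0.340 UMIs per 10,000 in *Runx1*-negative cells. All 6 endothelial genes examined had fewer UMIs per 10,000 in *Runx1*-positive cells, again in each library. *Sox17* was furthest down with a log2 ratio of -2.44 (-2.71 to -2.18), *Kdr* had -2.08, *Cdh5* -1.89 (1.29 against 4.79 UMIs per 10,000), *Pecam1* -1.59 (-1.70 to -1.48) and *Egfl7* -1.52. *Notch1* changed least, with a log2 ratio of -1.25 (-1.45 to -1.06).

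Without thinning, the cells fell into 7,530 with no *Runx1* UMI, 827 above 0 and up to 1 CPTT and 1,205 above 1 CPTT, of which 168 in all lay between 0.9 and 1.1 CPTT. These classes are ranges of 1 measure and not cell types. The share of cells above 0.5 CPTT fell for *Cdh5* from 89.5% to 44.0% and 36.8% across the classes and rose for *Ptprc* from 2.55% to 40.9% and 46.4%, at median depths of 18,498.5, 40,371 and 32,017 UMIs. *Sox17*, *Kdr* and *Notch1* also fell at both steps. *Pecam1* (90.3%, 52.0% and 52.2%) and *Egfl7* (94.8%, 83.1% and 82.2%) fell at the first step and hardly changed at the second. No ratio within clusters 0, 1 and 2 is given, because the *Runx1*-positive cells there came more often from clusters 0 and 1 than the *Runx1*-negative cells did, and a ratio over these clusters would reflect that mix.

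**Figure D2:**
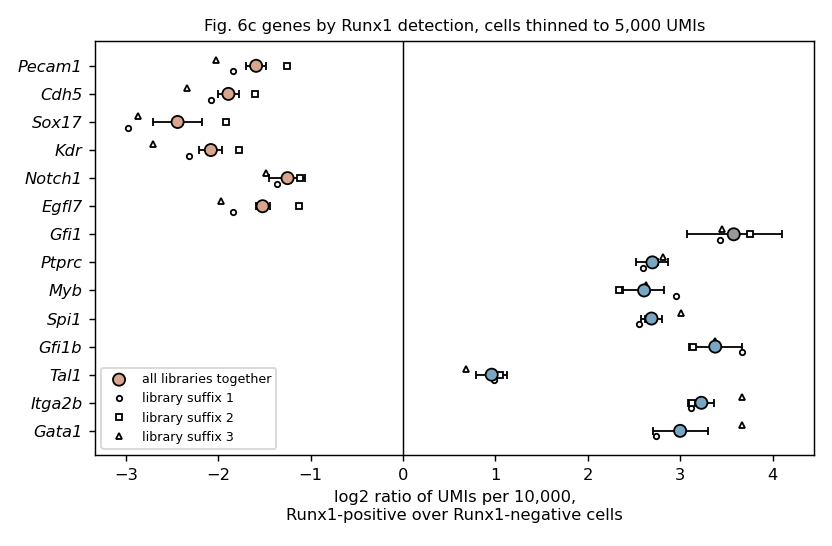
Log2 ratio of UMIs per 10,000 in *Runx1*-positive over *Runx1*-negative cells (horizontal axis) for the genes of Fig. 6c other than *Runx1*, with every cell at 5,000 UMIs. Filled circles with bars give all libraries together with the 95% interval, coloured orange for endothelial genes, blue for haematopoietic genes and grey for *Gfi1*, small open symbols give the 3 libraries, and the endothelial genes lie between -2.44 and -1.25 and the 7 haematopoietic genes between 0.96 and 3.38.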

As cells gained *Runx1* expression, there was a concomitant gain of haematopoietic gene expression (for example, *Gfi1b*, *Tal1*, *Myb*, *Spi1*, *Gata1*, *Ptprc* (CD45) and *Itga2b* (CD41)) and loss of endothelial gene expression (for example, *Pecam1*, *Cdh5*, *Sox17*, *Kdr*, *Notch1* and *Egfl7*). The clusters with *Runx1-*expressing cells seem to have distinct identities with the cells in cluster 5 showing high levels of *Ptprc*, *Spi1* and *Myb* expression, and those in cluster 6 showing high levels of *Itga2b*, accompanied by *Gata1*, *Tal1* and *Gfi1b*, which is suggestive of distinct haematopoietic lineage differentiation potential before complete downregulation of the endothelial signature (Fig. 6c). This is in keeping with reports from single-cell transcriptional analyses of human pluripotent stem cell-derived CD34^+^ cells^66^ in E11 AGM^67^. 

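*Ptprc* (ENSMUSG00000026395, chromosome 1, 138,062,861–138,175,708) stood at 1.08 UMIs per 10,000 in cluster 5 and 0.0251 in cluster 6, a log2 ratio of 5.43 (4.89 to 6.03). *Spi1* (chromosome 2, 91,082,390–91,115,756) had a log2 ratio of cluster 5 to cluster 6 of 3.93 (3.74 to 4.12) and *Myb* (chromosome 10, 21,124,935–21,160,984) of 2.86 (2.58 to 3.15). In the opposite direction, *Itga2b* (ENSMUSG00000034664, chromosome 11, 102,453,297–102,470,122) stood at 0.212 UMIs per 10,000 in cluster 5 and 6.77 in cluster 6, a log2 ratio of -5.00 (-5.08 to -4.91). *Gfi1b* had a log2 ratio of -2.92 (-3.03 to -2.82), *Gata1* of -2.80 (-2.91 to -2.70) and *Tal1* of -1.87 (-1.96 to -1.78). The direction was the same in all 3 libraries for these 7 genes. *Runx1* itself differed less, with a log2 ratio of -0.35 (-0.43 to -0.28).

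By the rule on the 5 largest ratios in each direction, the genes highest in cluster 5 relative to cluster 6 were *S100a9* (log2 ratio 7.89), *S100a8* (6.67), *Mrc1* (6.47), *Stfa1* (6.40) and *Aif1* (6.31). The value of *Stfa1* is uncertain because near-identical copies of this gene can share its reads. The genes highest in cluster 6 relative to cluster 5 were *Ly6g6f* (-10.09), *Ppbp* (-9.27), *Alox12* (-8.11), *F2rl2* (-7.94) and *Sardh* (-7.81). Which genes take these places depended on the minimum level required of a gene. With 0.1 in place of 1 UMI per 10,000, 0 of the 5 genes higher in cluster 5 stayed among the top 5.

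Endothelial transcripts in clusters 5 and 6 were compared with those in clusters 3 and 4 at 5,000 UMIs per cell, as a measure of free RNA. This comparison was chosen after the values had been seen and is a description only. Its reference is imperfect, because clusters 3 and 4 passed the same sort on CD31 and VE-Cad. *Cdh5* was detected in 24.3% of the cells in cluster 5 (22.2–26.5%) and 19.1% in cluster 6 (14.9–23.9%), against 31.0% in cluster 3 (25.2–37.2%) and 15.2% in cluster 4 (12.2–18.6%). Library suffix 2 carried much of this, and without it the share above 0.5 CPTT, with cells as deposited, went from 35.6% to 15.8% in cluster 3, from 33.1% to 23.3% in cluster 5 and from 29.7% to 16.5% in cluster 6, so that cluster 5 then lay above cluster 3. Comparisons with cluster 3 therefore rest largely on this library, which holds 138 of its 239 cells. *Kdr* was detected in 44.0% of the cells in cluster 6 (38.4–49.7%), above the 25.1% of cluster 3 (19.7–31.1%) and the 14.5% of cluster 4, and in 20.0% of those in cluster 5. Of the 6 endothelial genes of Fig. 6c, 0 in cluster 5 and 1 in cluster 6 lay above cluster 3 beyond the intervals. Below cluster 3 lay 2 in cluster 5 and 3 in cluster 6. By contrast, 4 in cluster 5 and 3 in cluster 6 lay above cluster 4, and 0 and 1 lay below it. From the different haematopoietic genes in these clusters, the paper proposes that their cells differ in lineage potential before the endothelial signature has been lost in full.

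**Figure D3:**
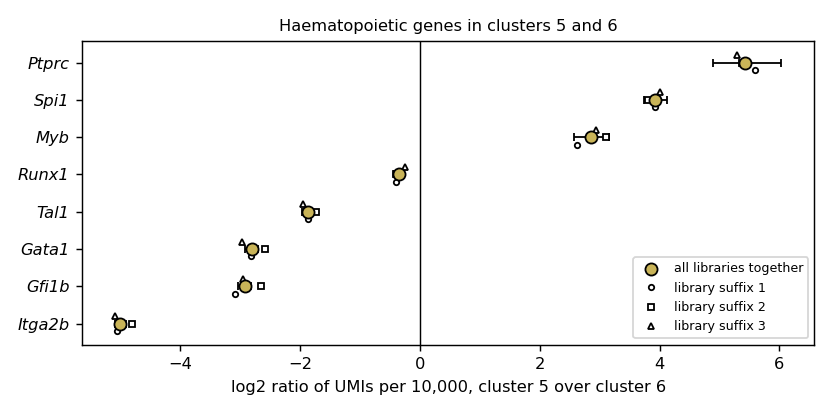
Log2 ratio of UMIs per 10,000 in cluster 5 over cluster 6 (horizontal axis) for *Runx1* and the 7 haematopoietic genes. Filled circles with bars give all libraries together with the 95% interval and small open symbols the 3 libraries, and *Ptprc*, *Spi1* and *Myb* lie to the right of 0 and the other genes to the left.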

Pseudotime^68^ (https://arxiv.org/abs/1802.03426) analysis starting from cluster 0 (that is, strongest endothelial identity; Fig. 6d) showed distinct progression towards cluster 6 (haemogenic), with alternate trajectories towards clusters 3 and 4 (non-haematopoietic; Fig. 6b) and 12–21% of sorted endothelial cells expressing *Runx1* (>1 or >0 counts per ten thousand) transcripts at 96 h (Fig. 6e).

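Diffusion pseudotime was computed anew, without branches, from log-transformed CPTT values of 2,000 overdispersed genes, 50 principal components and a graph with 10 neighbours. The number of genes and components were chosen here, and the root was the cell of cluster 0 closest to that cluster's centre. On a scale from 0 at the root to 1, the median pseudotime was 0.0406 in cluster 0 (95% interval 0.0383–0.0432) and 0.136 in cluster 2. It was 0.330 in cluster 4, 0.388 in cluster 5 (0.372–0.400), 0.440 in cluster 3 (0.418–0.451), 0.457 in cluster 1 (0.454–0.460) and 0.468 in cluster 6 (0.451–0.487). Cluster 6 had the highest median over all cells, but the intervals of clusters 1 and 6 overlapped, and in library suffix 2 cluster 1 was higher (0.455 against 0.422). These intervals treat cells as independent and leave out differences between libraries. The medians of cluster 6 were 0.499 in library suffix 1 and 0.493 in suffix 3, both outside its interval. The order of the late clusters varied with the settings. All 6 other clusters had a lower median than cluster 6 with 1,000 genes, with the *Cdh5*-highest cell as the root and with the cells called doublets left out, but 5 did with 30 neighbours and 4 did with 4,000 genes. With every cell at 5,000 UMIs, a setting added later, cluster 3 lay above cluster 6, at 1.05 times its median.

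In an addition made after the data were seen, the cells were ordered by pseudotime and divided into 10 bins of near-equal size. *Runx1* UMIs were found in 9.20% of the cells of bin 1 (7.44–11.2%), 3.66% of bin 4 (2.56–5.05%) and 54.4% of bin 10 (51.2–57.6%), at medians of 15,078, 22,664 and 22,063.5 UMIs. *Cdh5* fell from 8.50 UMIs per 10,000 in bin 1 to 0.688 in bin 8 and was higher again in bins 9 (1.65) and 10 (1.39), which hold most cells of cluster 1. Bin 10 held 156 cells of cluster 6, 399 of cluster 5 and 309 of cluster 1. Free RNA enters the counts from which pseudotime is computed, and its part in these values remains open.

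The share of *Runx1*-expressing cells at 96 h was not computed, because time points were not known per cell. Over all 9,562 cells of all time points, 21.3% (20.4–22.1%) had *Runx1* above 0 CPTT and 12.6% (11.9–13.3%) above 1 CPTT. The paper's sentence gives 21% and 12% for sorted endothelial cells at 96 h. Whether its values are shares of the cells at 96 h or of all cells was not settled here. Across the 3 libraries the shares lay between 19.0% and 23.3% above 0 CPTT and between 11.9% and 12.8% above 1 CPTT. At 5,000 UMIs per cell both fell to 11.2%, since 1 UMI then exceeds either threshold.

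**Figure D4:**
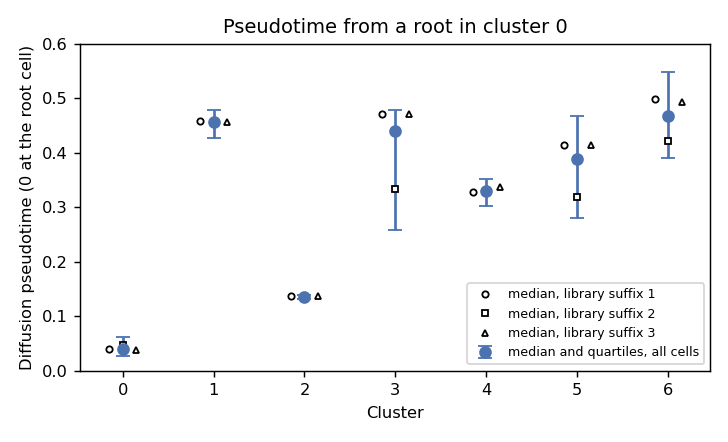
Diffusion pseudotime (vertical axis, no unit, 0 at the root cell) by deposited cluster. Filled circles with bars give the median and quartiles of all cells and small open symbols the medians of the 3 libraries, and the medians rise from 0.0406 in cluster 0 to 0.468 in cluster 6, with cluster 1 at 0.457.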

**Fig. 6:**
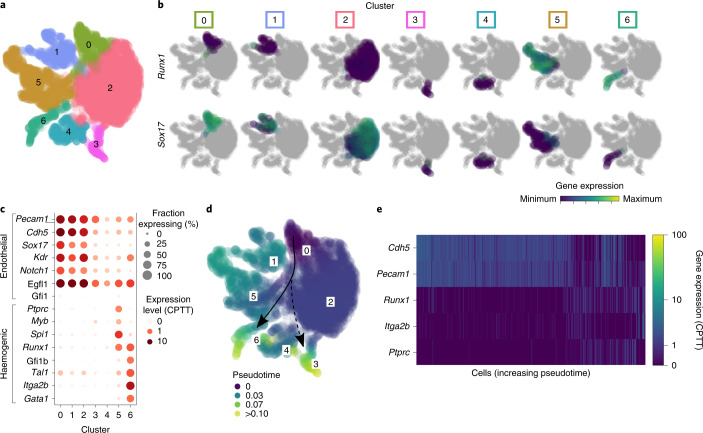
*Mesp1*^der^ PSCs induce a haemogenic transcriptome in endothelial cells. **a**, UMAP representation of single-cell transcriptomes from adult cardiac endothelial cells (*UBC–gfp* mice; GFP^+^CD31^+^VE-Cad^+^PDGFRA^−^) following 0, 24, 48, 72 and 96 h co-aggregated with *Mesp1*^der^ PSCs. Endothelial cells from each time point were pooled, and data from three independent pools are shown together. **b**, Distribution of *Runx1* (top) and *Sox17* (bottom) expression intensities in each cell cluster in **a**. **c**, Bubble plot representing the distribution of expression levels of various endothelial and haematopoietic genes in each cluster in **a**. The size of each bubble represents the fraction of cells in each cluster expressing that gene. **d**, UMAP embedding developmental progression of cells in **a** using pseudotime with cluster 0 as the starting reference. The arrows are guides to the eye indicating the expected transition from endothelial to haemogenic cells (solid arrow) and separately (dashed arrow) to a branching transcriptomic profile (cluster 3). **e**, Heatmap illustrating the expression levels of select endothelial and haematopoietic genes in single cells (GFP^+^CD31^+^VE-Cad^+^PDGFRA^−^ cells) progressing through pseudotime in **d**. Data were derived from biologically independent samples, animals and experiments (*n* = 3). The replicates were incorporated in the display. CPTT, counts per ten thousand unique molecular identifiers.

### PDGFRA-mediated cell signalling is important for EHT

The role of *Mesp1*^der^ PSCs in the induction of EHT in co-aggregate cultures prompted us to explore a role for PDGF signalling in mediating endothelial–stromal cell crosstalk in the AGM. The PDGF signalling system consists of four ligands: platelet-derived growth factor (PDGF)-A, -B,-C and -D^69^. All four ligands assemble intracellularly to form disulfide-linked homodimers. PDGF-AA binds αα-receptor homodimers^69^. The expression levels of PDGF-A were highest in E11.5 fresh endothelium and E13.5 endothelium harvested from *Mesp1*^der^ PSC co-aggregates (Fig. 7a(i)). The expression levels of PDGFRA (the receptor for PDGF-A) were highest in E11.5 *Mesp1*^der^ PSCs (Fig. 7a(i)). Confocal microscopy of the E11.5 AGM in *Pdgfra*–nGFP transgenic mice showed abundant and dispersed PDGF-A protein in the endothelium and mesenchyme (Fig. 7a(ii)), but the PDGF-A protein levels were low and restricted to the endothelium at E13.5 (Fig. 7a(iii)). Importantly, E11.5 endothelial cells do not express PDGFRA, but sub-aortic stromal cells do (Fig. 7a(i)). To evaluate whether PDGFRA-mediated signalling was required for EHT mediated by *Mesp1*^der^ PSCs at E11.5, we co-aggregated E11.5 *Mesp1*^der^ PSCs with E11.5 aortic endothelium in the presence of a specific PDGFRA inhibitor (APA5; Fig. 7b(i)). There was dose-dependent reduction in CFU-Cs (Fig. 7b(ii)) and LT-HSCs (Fig. 7b(iii)). Treatment with a PDGFRB inhibitor (APB5) had no effect on CFU-Cs (Fig. 7b(ii)).

**Fig. 7:**
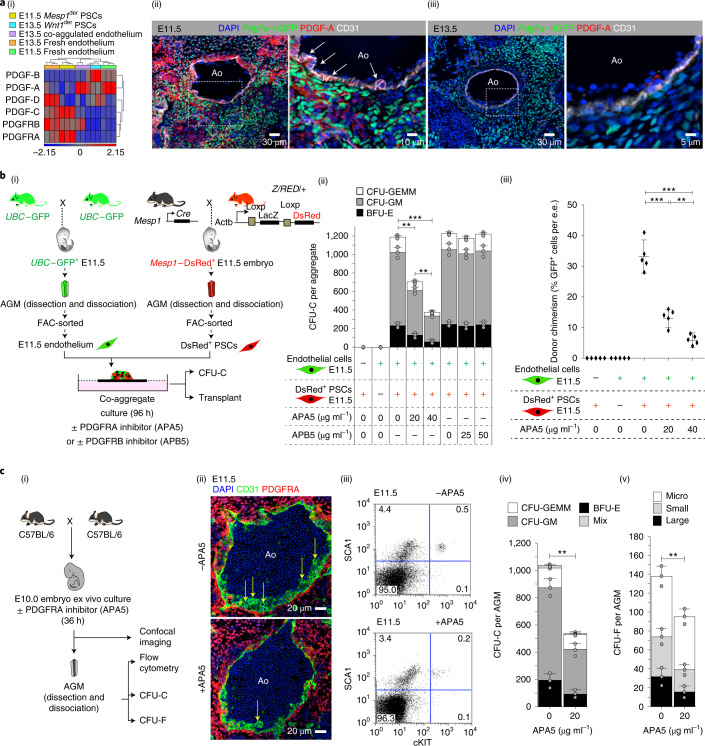
PDGFRA-mediated cell signalling is important for LT-HSC generation. **a**, (i) Hierarchical clustering of expression profiles of components of PDGFR signalling in E11.5 *Mesp1*^der^ PSCs, E13.5 *Wnt1*^der^ PSCs, E13.5 endothelial cells following co-aggregation with *Mesp1*^der^ PSCs and control fresh E11.5 and E13.5 endothelium. (ii) Confocal microscopy images of an E11.5 *Pdgfra*–nGFP AGM showing high PDGF-A protein in the aortic endothelium (white arrows) and stroma (*n* = 5). (iii) Confocal microscopy images of a E13.5 *Pdgfra*–nGFP AGM showing low PDGF-A protein in the aortic endothelium and stroma (*n* = 5). CD31 staining is shown in white. **b**, (i) Schematic outlining the process for harvesting the cell types used in co-aggregate cultures. Co-aggregate cultures of GFP^+^ endothelial cells (25,000 cells; *UBC*–GFP^+^PDGFRA^−^PDGFRB^−^CD31^+^VE-Cad^+^CD41^−^CD45^−^) with DsRed^+^*Mesp1*^der^ PSCs (150,000 cells*; Mesp1*-DsRed^+^PDGFRA^+^PDGFRB^−^CD31^−^VE-Cad^−^CD41^−^CD45^−^) were incubated in the absence or presence of increasing concentrations of the PDGFRA-specific inhibitor APA5 or PDGFRB-specific inhibitor APB5. (ii) CFU-C analysis of co-aggregate cultures of *Mesp1*^der^ PSCs with E11.5 aortic endothelium at 96 h (*n* = 3). (iii) Percentage of GFP^+^ cells in irradiated recipients (one co-aggregate for each adult irradiated recipient) 6 months following transplantation with co-aggregate cultures (primary transplant; *n* = 5); e.e., embryonic equivalent. **c**, (i) Schematic outlining an experiment in which E10.0 embryos were cultured ex vivo in the absence or presence of APA5. (ii) Confocal microscopy images of the AGM at E11.5 in the absence (top) or presence (bottom) of APA5. Emergent blood clusters are indicated by yellow arrows. (iii) Flow cytometry analysis of cultured E11.5 embryo AGM in the absence (top) or presence (bottom) of APA5 showing a reduction in the number of SCA1^+^cKIT^+^ cells in the presence of APA5. The percentage of cells in each quadrant is indicated. (iv) CFU-C analysis of ex vivo cultured E11.5 embryo AGM in the absence or presence of APA5 (*n* = 3). (v) CFU-F analysis of ex vivo cultured E11.5 embryo AGM in the absence or presence of APA5 (*n* = 3). Ao, aortic lumen; CFU-GM, colony-forming unit–granulocyte/macrophage; CFU-GEMM, colony-forming unit–granulocyte/erythrocyte/macrophage/megakaryocyte; mix, CFU-C with indistinct boundary—possibly co-localization of separate CFU-C or an early split from a single CFU-C. Colony sizes: micro, <2 mm, 2–24 cells; small, 2–4 mm, >25 cells; and large, >4 mm, >100 cells. Data were derived from biologically independent samples, animals and experiments (**b**(ii),**c**, *n* = 3; **b**(iii), *n* = 5). Data represent the mean ± s.d. A random-effects Poisson regression was used to compare colony counts (**b**(ii),(iv),(v)), and an ANOVA was used to compare donor chimerism (**b**(iii)); **P < 0.01, ***P < 0.005. The precise *P* values are listed in the source data. Source data

To further investigate the impact of PDGF-A–PDGFRA signalling on EHT, we harvested E10.0 embryos and cultured them ex vivo^70,71^ in the presence or absence of APA5 (Fig. 7c(i)). Confocal immunofluorescence imaging after 36 h showed that inhibition of PDGFRA signalling at E10 did not severely impact the architecture of the dorsal aorta, but blood clusters along its ventrolateral surface were reduced (Fig. 7c(ii)). Flow cytometry showed that SCA1^+^CKIT^+^ and SCA1^+^CKIT^−^ cells were reduced by 60% and 22%, respectively (Fig. 7c(iii)). Both CFU-Cs (Fig. 7c(iv)) and CFU-Fs (Fig. 7c(v)) were significantly reduced in number. Conversely, PDGF-AA supplementation of media lacking the cytokine cocktail (IL-3, SCF and Flt3L) that is used in co-aggregate cultures rescued CFU-C and LT-HSC production from endothelial cells when co-aggregated with *Mesp1*^der^ PSCs but had no impact on *Wnt1*^der^ PSCs (Fig. 8a(i)–(iv)).

**Fig. 8:**
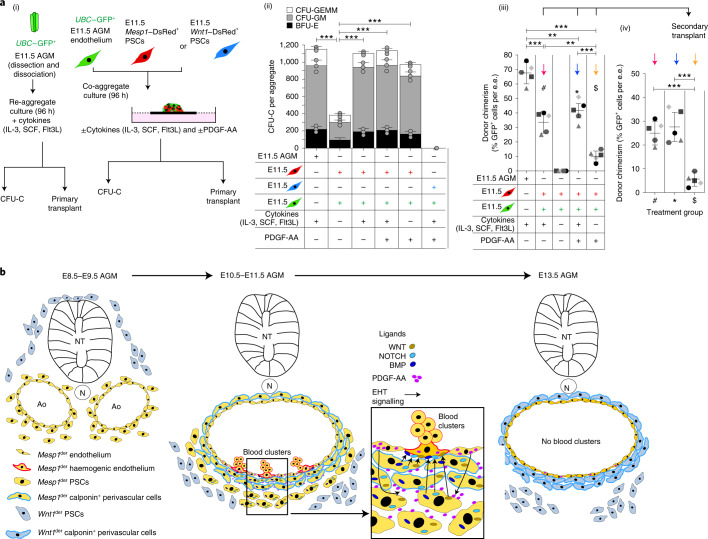
PDGF-AA can partially compensate for the absence of cytokines in co-aggregate cultures. **a**, (i) Schematic showing the experimental strategy for co-aggregation of E11.5 *UBC*–GFP^+^ aortic endothelial cells with *Mesp1*^der^ PSCs or *Wnt1*^der^ PSCs in the presence and absence of cytokines or PDGF-AA. E11.5 *UBC*–GFP^+^ AGM re-aggregates were used as controls. (ii) CFU-C assays from 96-h co-aggregate cultures (E11.5 *UBC*–GFP^+^ aortic endothelial cells and *Mesp1*^der^ PSCs, *n* = 7–10 co-aggregates per culture condition; E11.5 *UBC*–GFP^+^ aortic endothelial cells and *Wnt1*^*der*^ PSCs; *n* = 9–13 co-aggregates per culture condition). BFU-E, burst-forming unit–erythroid; CFU-GM, colony-forming unit–granulocyte/macrophage; and CFU-GEMM, colony-forming unit–granulocyte/erythrocyte/macrophage/megakaryocyte. (iii) Percentage of GFP^+^ cells in the peripheral blood of primary transplant recipients (*n* = 5 co-aggregates per culture condition); e.e., embryonic equivalent. (iv) Percentage of GFP^+^ cells in the peripheral blood of secondary transplant recipients from the indicated primary recipients. One co-aggregate per recipient mouse; each point represents an individual recipient. **b**, Model incorporating the changing landscape of *Mesp1*- and *Wnt1*-derived PSCs in the AGM stroma and their role in generating endothelial and sub-endothelial cells as well as LT-HSCs. Pre-E9.5 and E9.5 *Mesp1*^der^ PSCs contribute to the aortic endothelium. E10.5 and E11.5 endothelium secretes PDGF-AA, which acts on PSCs that secrete haemogenic factors to promote EHT. *Mesp1*^der^ PSCs are replaced by *Wnt1*^*der*^ PSCs at E13.5. This is accompanied by the loss of high PDGF-AA in the AGM and interruption of a PDGFRA-mediated signalling axis involving *Mesp1*^der^ PSC-dependent induction of EHT. AoE, adult aortic endothelium; HE, heart endothelium; NT, neural tube; and N, notocord. Data were derived from biologically independent samples, animals and experiments (**b**(ii), *n* = 3; **b**(iii),(iv), *n* = 5). Data represent the mean ± s.d. A random-effects Poisson regression was used to compare colony counts (**a**(ii)) and an ANOVA was used to compare donor chimerism (**a**(iii),(iv)); **P < 0.01, ***P < 0.005. The precise *P* values are listed in the source data. Source data

As summarized in Fig. 8b, the aortic endothelium is derived in part from E9.5 *Mesp1*^der^ PSCs, which at E11.5 are distributed in the aortic sub-endothelium and express WNT, NOTCH and BMP haemogenic ligands. The E11.5 endothelium has complementary receptors for these ligands and produces soluble PDGF-AA. Interruption of PDGF-AA–PDGFRA signalling impedes *Mesp1*^der^ PSC function and EHT. Coincident with the cessation of EHT at E13.5, sub-endothelial PDGFRA^+^ *Mesp1*^der^ PSCs are replaced by *Wnt1*^der^ PSCs. *Wnt1*^der^ PSCs do not express haemogenic ligands. E13.5 endothelium does not express complementary receptors for these ligands or soluble PDGF-AA. However, EHT can be re-established in non-haemogenic endothelium by co-aggregating these cells with E10.5 or E11.5 *Mesp1*^der^ PSCs to generate LT-HSCs.

## Discussion

PDGFRA^+^ is broadly expressed in primitive para-axial mesoderm, somites and mesenchyme^72^, and has previously been shown to contribute to haemogenic endothelium and haematopoietic progenitor cells, but only during an E7.5–E8.5 developmental window^36^. However, here we show that PDGFRA^+^ cells continue to contribute to the AGM endothelium and transplantable haematopoietic stem cells at E9.5 (Fig. 2c,d). These variations could be due to differences in *cre*-recombinase efficiency or variations in fitness of reporter PDGFRA +/+ mesodermal cells (our transgenic model) and reporter PDGFRA KI/+ cells used in the previous model^36^. A previous study showed no difference in LSK haematopoietic progenitor cells in the E12.5 fetal livers of heterozygous and homozygous Pdgfra-mer-Cre-mer mice^36^. However, the numbers of transplantable haematopoietic stem cells in the E12 are few (50–60)^18^ and E12 fetal liver haematopoietic progenitor cells are not the sole product of PDGFRA^+^ mesoderm, as yolk-sac erythromyeloid progenitors also contribute^73^, and it is conceivable that in the absence of the former, there were compensatory increases in yolk-sac contributions to E12.5 fetal liver LSKs.

It has been proposed that haematopoietic production in the AGM depends on a limited, non-renewable, pool of haemogenic endothelial cells that are replaced by somite-derived endothelial cells and that this may account for the cessation of AGM haematopoiesis at E13.5 (refs. ^74,75^). Whether replacement of *Mesp1*^der^ PSCs (which promote EHT) by *Wnt1*^der^ PSCs (which do not promote EHT) contributes to cessation of AGM haematopoiesis is an intriguing possibility. What accounts for the disappearance of *Mesp1*^der^ PSCs from the AGM at E13.5 is unknown. It is possible that these cells went through terminal differentiation as a new wave of PSCs infiltrated the AGM. Alternatively, these cells could have undergone apoptosis or migrated elsewhere in the embryo. There are precedents to distinct subpopulations of MSCs contributing to specific tissues during development^76^.

It is probable that *Mesp1*^der^ PSCs are themselves a heterogeneous population of cells evident by intrinsic functional differences between cells in the dorsal or ventral halves of the AGM (Fig. 4b). Single-cell transcriptomics of *Mesp1*^der^ PSCs may help resolve this heterogeneity. A study using *Runx1b* and *Gfi1*/*1b* transgenic reporter mice to isolate endothelial and mesenchymal cells from E10.5/E11.5 AGM for single-cell transcriptomics is a step in this direction^77^. Identification of equivalent PSCs in the human AGM or factors that could replace the use of embryonic PSCs altogether are steps required to generate autologous HSCs from human endothelial cells.

## Methods

### Mice

The mice were housed and bred in the Biological Resource Centre at the Lowy Cancer Research Centre, UNSW, a specific pathogen-free, physical containment level 2 facility with a semi-natural light cycle of 12:12 h light:dark and regulated air quality, ventilation (15 air changes hourly), humidity (40–70%) and temperature (22 ± 1 °C). The developmental stage of embryos was determined according to Theiler’s criteria. All animal experiments were approved by the UNSW Sydney Animal Care and Ethics Committee. Strains are listed in Supplementary Table 1. Our experiments did not require a randomization protocol or need to assign animals or samples to specific treatment groups.

### AGM PSC isolation and ex vivo expansion

E10.5–E13.5 AGM regions were dissected as previously described^18^. The dissected AGMs were transferred into collagenase type II (263 U ml^−1^) and placed on a shaker at 37 °C for 15 min. The supernatant was passed through a 40-µm filter into a fresh tube and inactivated with 100% FCS. The cells were washed twice in PBS containing 2% FCS and plated in αMEM medium with 20% FCS and penicillin–streptomycin–glutamine^37^, and cultured in an incubator at 37 °C and 5% CO_2_ for 72 h. At the end of 72 h, the cells were washed in PBS to remove non-adherent cells and cultures were continued in fresh medium. The cells were passaged on reaching 80% confluency. After passaging, the cells were placed back in tissue culture flasks with αMEM + 20% FCS + penicillin–streptomycin–glutamine for bulk passaging.

### Long-term growth and serial clonogenicity of AGM PSCs

AGM PSCs were expanded in bulk culture after plating 5,000–10,000 cells per T25 flask. The resulting cells were split every 8–12 d. Cumulative cell numbers were calculated and plotted (log_10_ scale). To investigate single-cell serial clonogenicity, individual AGM PSC colonies were isolated using cloning cylinders (‘O’ rings) in the presence of Triple-E. The secondary, tertiary and quaternary colony formation of micro (*n* = 54), small (*n* = 30) and large (*n* = 27) AGM PSC colonies was evaluated by plating single cells from individual micro, small and large colonies (that were plated from secondary to tertiary and tertiary to quaternary colonies) into 48- or 96-well plates using a mouth pipette. The cells were cultured in αMEM medium with 20% FCS and penicillin–streptomycin–glutamine^37^ at 37 °C and 5% CO_2_ for 72 h. At the end of 72 h, the cells were washed in PBS to remove non-adherent cells and cultures were continued in fresh medium. Cell culture was ended at the end of day 12, and colonies were stained with crystal violet and counted as described^38^. Random-effects Poisson regression was used to compare counts of cells by colony size, alpha level and GFP levels with a random intercept for counts within the same dish. A linear mixed model was used to compare the growth curves of the two groups with random intercepts and slopes for each replicate.

### AGM pericyte culture

E11.5 AGMs were dissected, and dissociated cells were washed and cultured as described^78^ in an incubator at 37 °C and 5% CO_2_ for 72 h. At the end of 72 h, the cells were washed in PBS to remove non-adherent cells and cultures were continued in fresh medium.

### Ex vivo post-implant embryo culture

Harvested E10.0 embryos were cultured ex vivo for 36 h (ref. ^70^) in the presence or absence of 40 µg ml^−1^ APA5 (PDGFRA inhibitor)^79^. At the end of ex vivo culture the embryos were either fixed in 4% paraformaldehyde (PFA) for 15–20 min at room temperature for confocal microscopy imaging or AGM regions were dissected and dissociated as previously described^18^ for CFU-C, CFU-F and long-term growth experiments. Fixed embryos were washed and embedded in optimal cutting temperature (OCT) compound by flash-freezing on dry ice, cut into 30-µm sections and then permeabilized with 0.03% Tween-20 in PBS (vol/vol) for 15 min at room temperature. The cells were washed once with PBS and then blocked with 10% donkey serum (vol/vol) in PBS for 1 h. The sections were subsequently incubated overnight at 4 °C with the primary antibodies in PBS containing 2% BSA (wt/vol), stained accordingly with secondary antibodies in 2% BSA and incubated for 1 h at 4 °C. Slides were mounted with ProLong Gold mounting medium (Invitrogen). Random-effects Poisson regression was used to compare counts of cells by colony size with a random intercept for counts within the same dish.

### Co-culture of OP9 and PDGFRA^+^ cells

OP9 cells were cultured and expanded before co-culture following a previously established method^80^. E9.5 embryos were harvested from *UBC*–GFP^+^ pregnant mothers and PDGFRA^+^ cells were FAC-sorted. OP9 cells were expanded to form confluent layers in six-well plates. Single-cell suspensions of FAC-sorted GFP^+^PDGFRA^+^ cells from the E9.5 embryonic trunk were plated on top of the OP9 cells containing endothelium growth medium and cultured for 96 h (refs. ^80,81^). The antibodies used are listed in Supplementary Table 2.

### In vivo vasculogenesis assay

E11.5 AGMs were dissected, and dissociated cells were washed twice and stained with the appropriate antibodies. After washing with FACS buffer, the cells were FAC-sorted to obtain the desired cell population. The cells (250,000) were mixed with 100 µl Matrigel (BD Biosciences)^82^ and injected subcutaneously into the nuchal and groin regions of C57BL/6 mice. At the end of 4 weeks, Matrigel plugs were harvested and fixed with 4% PFA (ProSciTech) in PBS (wt/vol) for 15–20 min at room temperature. These tissues were embedded in OCT compound by flash-freezing on dry ice, cut into 30-µm sections or whole mounted for confocal imaging.

### Confocal microscopy

Tissues were embedded in OCT compound by flash-freezing on dry ice, cut into 30-µm sections and permeabilized with 0.03% Tween-20 in PBS (vol/vol) for 15 min at room temperature. The cells were washed once with PBS and then blocked with 10% donkey serum (vol/vol) in PBS for 1 h. The sections were subsequently incubated overnight at 4 °C with primary antibodies in PBS containing 2% BSA (wt/vol), stained accordingly with secondary antibodies in 2% BSA and incubated for 1 h at 4 °C. Slides were mounted with ProLong Gold mounting medium (Invitrogen). The slides were analysed using either an L780 LSM Zeiss or a Leica SP8 DLS microscope. Three-dimensional rendering was performed using the Imaris software to provide improved spatial information in the *z* direction. Here we created three-dimensional isosurface renderings from confocal *z*-stacks of subcutaneously transplanted AGM PSCs in Matrigel for 3 weeks.

### PDGFRA^+^ cell depletion experiments

*Pdgfra–cre*^ERT2^ females were time-mated with *iDTR* males to generate *Pdgfra–cre*^ERT2^; *iDTR* embryos. When female mice were identified as pregnant, a single injection of tamoxifen (143 mg kg^−1^) was administered at E9.5 and a single injection of diphtheria toxin (4 μg kg^−1^) was administered intraperitoneally after 24 h. Embryos were harvested at E11.5 for analysis.

### In vitro lineage differentiation

In vitro lineage differentiation was performed as described previously^83^.

#### Osteogenic differentiation

Osteogenic differentiation was promoted by culturing cells for 21 d in either a six-well plate or a four-chamber slide containing Dulbecco’s minimum essential medium (DMEM)-low glucose, 10% FCS, 100 µg ml^−1^ penicillin plus 250 ng ml^−1^ streptomycin, 200 mM l-glutamine and 0.1 µM dexamethasone, 10 mM β-glycerophosphate and 200 µM l-ascorbic acid 2-phosphate. The cells were stained with alizarin red.

#### Chondrogenic differentiation

Cells (1–2.5 × 10^5^) were plated in either a six-well plate or a four-well chamber slide containing serum-free DMEM-high glucose (DMEM-HG) medium, 100 µg ml^−1^ penicillin, 250 ng ml^−1^ streptomycin, 200 mM l-glutamine, 50 µg ml^−1^ insulin–transferrin–selenious acid mix, 2 mM l-ascorbic acid 2-phosphate, 1 mM sodium pyruvate, 0.1 µM dexamethasone and 10 ng ml^−1^ transforming growth factor β3 (LSBio). The medium was changed every 4 d for 28 d. Differentiated cells were stained for sulfated proteoglycans with 1% alcian blue.

#### Adipogenic differentiation

Cells were cultured for 7–10 d in DMEM-HG medium containing 10% FCS, 100 µg ml^−1^ penicillin, 250 ng ml^−1^ streptomycin, 200 mM l-glutamine plus 0.5 µM 1-methyl-3-isobutyl methylxanthine, 1 µM dexamethasone, 10 µg insulin and 200 µM indomethacin. The cells were fixed and stained with oil red O.

#### Smooth-muscle differentiation

Smooth-muscle differentiation was promoted by culturing the cells in the presence of 50 ng ml^−1^ PDGF-BB (R&D Systems) made up with 5% FCS in DMEM-HG, 100 µg ml^−1^ penicillin, 250 ng ml^−1^ streptomycin and 200 mM l-glutamine. The cells were induced for 14 d; the medium was changed every 3–4 d.

#### Endothelial differentiation

Endothelial-cell differentiation was promoted by culturing cells in 5% FCS in Iscove’s modified Dulbecco’s medium containing 10 ng ml^−1^ bFGF, 10 ng ml^−1^ vascular endothelial growth factor, 100 µg ml^−1^ penicillin, 250 ng ml^−1^ streptomycin and 200 mM l-glutamine. For low-density lipoprotein uptake, acetylated apoprotein-low-density lipoprotein (AcLDL–Alexa Fluor 488 molecular probes) at a final concentration of 10 µg ml^−1^ was added to the endothelial differentiation assays at the end of day 14. The cells were then cultured for a further 24 h. At the end of day 15, the cells were fixed and uptake was assessed by fluorescence yield. For Matrigel assays, AGM PSCs were plated on chamber slides containing Matrigel and cultured for 7 d. At the end of day 7, the tubes were fixed and stained.

#### Cardiomyocyte differentiation

To promote cardiomyocyte differentiation, cells were cultured for 4–5 d in normal MSC medium in 2% Matrigel-coated chamber slides or glass-bottomed Petri dishes. The cells were then differentiated in cardiomyogenic differentiation medium consisting of DMEM-low glucose: Medium 199 (4:1), 1.0 mg ml^−1^ bovine insulin, 0.55 mg ml^−1^ human transferrin, 0.5 µg ml^−1^ sodium selenite, 50 mg ml^−1^ BSA plus 0.47 µg ml^−1^ linoleic acid, 1 × 10^−4^ M ascorbate phosphate, 1 × 10^–9^ M dexamethasone, 100 µg ml^−1^ penicillin, 250 ng ml^−1^ streptomycin, 200 mM l-glutamine and 10% FCS with 1 ng ml^−1^ recombinant human neuregulin 1β2 for 14–21 d. The medium was changed every 3 d. The cells were stained for cardiac α-sarcomeric actinin. Images of beating cardiomyocytes were acquired on a Nikon Ti-E microscope with a ×20 phase objective (0.45 numerical aperture); 1,000 frames were acquired continuously with a 52 ms frame rate. Twelve-bit images were acquired with a 1,280 × 1,024 pixel array.

#### Neuronal differentiation

When cells were at 80% confluency, the culture medium was switched to DMEM-HG containing 100 µg ml^−1^ penicillin, 250 ng ml^−1^ streptomycin, 200 mM l-glutamine and 1 mM β-mercaptoethanol. The medium was changed every 3–4 d; the cells were cultured for 8–10 d.

#### Hepatocyte differentiation

When cells were at 80% confluency, the culture medium was switched to serum-free DMEM-HG containing 100 µg ml^−1^ penicillin, 250 ng ml^−1^ streptomycin, 200 mM l-glutamine, 20 ng ml^−1^ EGF and 10 ng ml^−1^ bFGF to inhibit cell proliferation for 2 d. After conditioning the cells, differentiation medium—consisting of DMEM-HG supplemented with 20 ng ml^−1^ HGF and 10 ng ml^−1^ bFGF—was added and the cells were incubated for 7 d. The cells were then cultured in DMEM-HG supplemented with 20 ng ml^−1^ oncostatin M, 1 µmol l^−1^ dexamethasone, 10 µl ml^−1^ insulin–transferrin–selenious premix, and 100 µg ml^−1^ penicillin and 250 ng ml^−1^ streptomycin for 14 d.

### Immunohistochemistry

Cells were washed with PBS for 10 min, fixed with 4% PFA in PBS (wt/vol) for 15–20 min and then permeabilized with 0.03% Tween-20 in PBS (vol/vol) for 15 min at room temperature. The cells were washed once with PBS and then blocked with 10% donkey serum (vol/vol) in PBS for 1 h. The cells were subsequently incubated overnight at 4 °C with primary antibodies in PBS containing 2% BSA (wt/vol), stained accordingly with secondary antibodies in 2% BSA and incubated for 1 h at 4 °C. Slides were mounted with ProLong Gold mounting medium. The antibodies used are listed in Supplementary Table 2.

### Long-bone immunohistochemistry

Long bones (femur and tibia) were fixed in 4% PFA for 24 h and decalcified in 14% EDTA solution for a further 24–36 h. These bones were washed and embedded in OCT compound by flash-freezing on dry ice, cut into 10-µm sections and then permeabilized with 0.03% Tween-20 in PBS (vol/vol) for 15 min at room temperature. The cells were washed once with PBS and blocked with 10% donkey serum (vol/vol) in PBS for 1 h. The sections were subsequently incubated overnight at 4 °C with primary antibodies in PBS containing 2% BSA (wt/vol), stained accordingly with secondary antibodies in 2% BSA and incubated for 1 h at 4 °C. The antibodies used are listed in Supplementary Table 2.

### CFU-C assay

Colony development was performed using M3434 medium (Stem Cell Technologies) according to the manufacturer’s protocol. Colonies were scored after 7 d. Random-effects Poisson regression was used to compare counts of cells by different types of colonies with a random intercept for counts within the same dish.

### Long-term repopulation assay

Donor tissues from *Pdgfra–cre*^ERT2^; *R26*–eYFP embryos and neonatal long bones—or *Pdgfra*–nGFP/tdTomato (ROSA26) AGM tissues or *UBC*–GFP^+^, *UBC–*GFP^+^*Mesp1–*DsRed^+^ and *UBC*–GFP^+^*Wnt1*–DsRed^+^ re-aggregates and co-aggregates—were isolated and transplanted via the tail vein into irradiated C57BL/6J adult recipients. The numbers of transplanted cells are reported throughout as the number present in one cultured AGM (for example, one dose is equal to 100% of the cells in one cultured AGM). Donor cells were co-injected with 20,000 wild-type bone-marrow cells. The number of HSCs was estimated using a limited dilution assay as described previously^84^. To assess donor chimerism following transplantation of sorted co-aggregate subpopulations, 20 co-aggregates were FAC-sorted for GFP^+^CD45^+^, GFP^+^CD45^−^ and DsRed^+^ PSC populations as mentioned in the experimental design. The sorted cells were each resuspended in 200 µl of 2% FCS. For tail-vein injections, 10 µl of each relevant cell suspension (approximately one co-aggregate equivalent) was used after top-up to 100 µl with 2% FCS. The antibodies used are listed in Supplementary Table 2.

### Phenotypic identification of HSCs

Cell suspensions were stained using the appropriate combinations of monoclonal antibodies. Donor contribution was assessed by flow cytometry using endogenous GFP and DsRed. Mice demonstrating ≥4% donor-derived chimerism (contribution to both myeloid and lymphoid lineages) after a minimum of 4 months were considered to have been reconstituted. The antibodies used are listed in Supplementary Table 2.

### Flow cytometry and cell sorting

Mononuclear staining was analysed on a LSRFortessa system (BD Biosciences). Cell sorting was performed on a BD Influx system (BD Biosciences). Antibodies are listed in Supplementary Table 2. The FACS data were analysed using FlowJo software.

### Co-aggregation assays

Co-aggregates were made by reconstituting FAC-sorted endothelial cells from one AGM equivalent or 25,000 adult endothelial cells with 150,000 AGM PSCs. Dissociated cells were resuspended in 10 µl Iscove’s modified Dulbecco’s medium containing 20% fetal calf serum, 4 mM l-glutamine, 50 U ml^−1^ penicillin–streptomycin, 0.1 mM β-mercaptoethanol, 100 ng ml^−1^ IL-3, 100 ng ml^−1^ SCF and 100 ng ml^−1^ Flt3L. Co-aggregates were made by centrifugation in a yellow tip occluded by parafilm at 300*g* for 5 min and cultured on top of a 0.65-µm Durapore filter (Millipore, cat. no. DVPP02500) at the gas–liquid interface as described^84^. Tissues were maintained in 5% CO_2_ at 37 °C in a humidified incubator. The antibodies used are listed in Supplementary Table 2. The growth factors are listed in Supplementary Table 3.

### Inhibitor assays

NOTCH, BMP or WNT inhibitors were added to the re-aggregate/co-aggregate culture media and to the cell mixture (while generating aggregates), and cultured for 96 h (from 0 h and kept for 96 h). At the end of 96 h, the co-aggregates and re-aggregates were dissociated into single-cell suspensions to perform CFU-C and transplant assays. Inhibitors were reconstituted according to the manufacturer’s instructions. Random-effects Poisson regression was used to compare the effect of inhibitors on the counts of CFU-C colonies and chimerism with a random intercept for counts within the same dish. Inhibitors and cytokines are listed in Supplementary Table 4.

### Adult endothelial cell isolation

Mononuclear cells were isolated from dissected hearts, lung, aorta and inferior vena cava of 12–16-week-old female mice by mincing the tissues before digestion in 263 U ml^−1^ collagenase type II (heart, aorta and inferior vena cava) and 263 U ml^−1^ collagenase type I (lung) in PBS at 37 °C for 30 min, with mechanical trituration at 10-min intervals. Myocyte debris were removed with a 40-µm filter. Dead cells were removed using a MACS dead cell removal kit before incubation with fluorophore-conjugated antibodies (Supplementary Table 2) to FAC-sort endothelial cells.

### RNA sequencing, PCA and hierarchical clustering

RNA libraries were prepared using an Illumina TruSeq RNA library preparation kit v2 and 10 nM complementary DNA was used as input for high-throughput sequencing on an Illumina HiSeqX (150-bp paired-end reads). Raw sequencing reads were filtered for adaptors: 12–16 reads in which more than 10% of bases were unknown and reads in which more than 50% of bases were low quality (base quality < 20). The resultant high-quality reads were aligned to the mouse genome (mm10) using the software STAR (v2.5.0b)^85^ with standard parameters. We mapped an average of 50,727,988 reads per sample and the average alignment rate was 94.7%. Gene expression levels were quantified using HTSeq (v0.9)^86^. The expression levels were trimmed mean of M values-normalized using the software package EdgeR (v3.5) in the R statistical analysis software (v3.3.3)^87,88^. Genome-wide expression profiles were analysed using PCA analysis^89,90^. The PCA algorithm is a dimension-reduction technique that identifies directions (called principal components) along which gene expression measures are most variant. The principal components are linear combinations of the original gene expression measures and allow visualization of genome-wide expression profiles in two or more dimensions. Hierarchical clustering with average linkage and Euclidean distance was performed using the Partek Genomics Suite (v6.6). software and are summarized in Supplementary Table 5.

### Single-cell RNA sequencing and data analysis

Endothelial-cell single-cell RNA sequencing of freshly isolated adult cardiac endothelium (0 h) and FAC-sorted adult cardiac endothelium following co-aggregation with *MesP1*^der^ PSCs for 24, 48, 72 and 96 h was performed in biological triplicates. The 10X Genomics Chromium Single Cell 3′ platform (v3 chemistry) was used for sequencing and Illumina HiSeq 4000 Cell Ranger (v3.1.0) was used to process raw datasets including quality control, the extraction of gene expression matrices and the aggregation of gene expression matrices from different sequencing runs with batch-effect removal. 

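The deposited count table holds 9,562 cells with 252,339,042 UMIs in all. The median was 21,225.5 UMIs per cell, and between the libraries the median number of genes per cell ranged from 4,029 to 6,200. A minimum of 5,000 UMIs leaves 9,472 of these cells. Of the 90 cells below it, 74 carried library suffix 1, 0 suffix 2 and 16 suffix 3, and 54 belonged to cluster 1. Doublets were searched for with Scrublet in each library. It called 4, 0 and 4 cells, or 0.0837% of all cells, which is too few for a working call in this many cells unless doublets had been removed before. The methods call the profiles singlets but describe no removal of doublets from the transcriptomes.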

High-quality transcriptome expression (that is, singlets; ≥5,000 unique molecular identifiers) profiles were extracted from 9,562 single cells. To analyse the filtered gene expression counts, we wrote custom Python 3.9 scripts (available at: https://github.com/iosonofabio/scpaper_Vashe). Briefly, the raw-count matrix was converted to gene names, summing over all Ensembl IDs with the same gene name, and normalized to counts per ten thousand unique molecular identifiers (CPTT). We then used scanpy (v1.8.2; https://scanpy.readthedocs.io) to log-transform the counts, calculate overdispersed features, perform PCA and UMAP embedding (https://arxiv.org/abs/1802.03426), compute a similarity graph with ten neighbours and cluster with the Leiden algorithm^63^. We next used singlet (https://singlet.readthedocs.io) to make dot plots with a threshold of 0.5 CPTT and UMAP projections by cluster, and log-transformed gene expression and cumulative distributions for the expression of selected genes within each cluster. 

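*Cdh5* (ENSMUSG00000031871) lies on chromosome 8 of GRCm38, from 104,101,625 to 104,144,511. Summed over the cells of a cluster, it stood at 9.30 UMIs per 10,000 in cluster 0 (9.14–9.47) and 9.93 in cluster 1 (9.72–10.1), and cluster 1 was the higher of these in each of the 3 libraries. Cluster 2 had 4.29 UMIs per 10,000 (4.26–4.32). Clusters 3, 4, 5 and 6 lay close together at 0.640 (0.583–0.702), 0.562 (0.520–0.606), 0.585 (0.566–0.605) and 0.503 (0.462–0.547). By share of cells above 0.5 CPTT, cluster 0 came first with 99.5%, followed by cluster 2 with 97.6% and cluster 1 with 93.7%. *Runx1* was highest in cluster 6 at 1.67 UMIs per 10,000 (1.59–1.75), then in cluster 5 at 1.30 (1.28–1.33) and cluster 0 at 0.321 (0.290–0.354). It stood at 0.180 in cluster 4, 0.156 in cluster 1, 0.0364 in cluster 3 and 0.0188 in cluster 2.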

Clusters were numbered from the highest *Cdh5* expressor to the highest *Runx1* expressor. Pseudotime analysis was performed using scanpy (https://scanpy.readthedocs.io/en/stable/api/scanpy.tl.dpt.html). Both branched and unbranched pseudotime were tested and yielded similar results (unbranched pseudotime was used for Fig. 6d).

### Statistical analysis

All data are presented as the mean ± s.d. (as indicated in the figure legends). The *P* values were all for two-sided tests. Data presented in the figures reflect multiple independent experiments performed on different days using different embryos or mice. Unless otherwise mentioned, the data presented in the figure panels are based on at least three independent experiments. Random-effects Poisson regression was used to compare counts of cells by colonies with a random intercept for counts within the same dish. ANOVA was used to compare donor chimerism in transplants. A linear mixed model was used to compare the growth curves of the two groups with random intercepts and slopes for each replicate. *P* > 0.05 was considered not significant; *P < 0.05; **P < 0.01; ***P < 0.005. In all the figures, *n* refers to the number of mice, embryos or replicates. All statistical analyses were performed using SAS v9.4 (SAS Institute; 2016). SAS statistical analyses and codes are available as Supplementary Information.

No animals were excluded from analyses. Sample sizes were selected based on previous experiments. Investigators were blinded to group allocation during data collection and analysis. Unless otherwise indicated, results are from three independent biological replicates to guarantee reproducibility of findings.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-022-00955-3.

## Supplementary information

Supplementary Information Supplementary file containing the statistical analysis output.

Reporting Summary

Peer Review File

Supplementary Video 1 Beating cardiomyocytes from differentiated E11.5 PDGFRA^+^*Nestin*-GFP^–^ AGMs.

Supplementary Video 2 *Z*-stack reconstruction of a Matrigel plug loaded with PDGFRA^+^*Nestin-*GFP^–^CD31^–^PDGFRB^–^ FAC-sorted cells from E11.5 *Nestin*-GFP^+^ AGMs and harvested at 3 weeks after transplantation.

Supplementary Table Supplementary Tables 1–5.

Supplementary Data Statistical analysis source code.

## Data Availability

Bulk and single-cell RNA-sequencing data were aligned to mm10 (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/) and have been deposited in Gene Expression Omnibus under GSE163757 and GSE114464, respectively. These data are publicly available. All other data supporting the findings of this study are available from the corresponding authors on reasonable request. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Numerical source data.
Source Data Fig. 2 Numerical source data.
Source Data Fig. 3 Numerical source data.
Source Data Fig. 4 Numerical source data.
Source Data Fig. 5 Numerical source data.
Source Data Fig. 7 Numerical source data.
Source Data Fig. 8 Numerical source data.
Source Data Extended Data Fig. 1 Numerical source data.
Source Data Extended Data Fig. 2 Numerical source data.
Source Data Extended Data Fig. 3 Numerical source data.
Source Data Extended Data Fig. 4 Numerical source data.
Source Data Extended Data Fig. 5 Numerical source data.
Source Data Extended Data Fig. 7 Numerical source data.
Source Data Extended Data Fig. 8 Numerical source data.
Source Data Extended Data Fig. 9 Numerical source data.
Source Data Extended Data Fig. 10 Numerical source data.

# Supplementary material for: Mesoderm-derived PDGFRA+ cells regulate the emergence of hematopoietic stem cells in the dorsal aorta
**Source:** Nat Cell Biol. 2022 Jul 28;24(8):1211–25. doi: 10.1038/s41556-022-00955-3
**Supplement:** Supplementary file 1 — Supplementary file containing the statistical analysis output.

---

**Supplementary information**

---

**Mesoderm-derived PDGFRA<sup>+</sup> cells regulate the emergence of hematopoietic stem cells in the dorsal aorta**

---

In the format provided by the  
authors and unedited

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

**Estimated G matrix is not positive definite.**

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The Mixed Procedure

## The Mixed Procedure

Convergence criteria met.

**Estimated G matrix is not positive definite.**

## The Mixed Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

**Estimated G matrix is not positive definite.**

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (ABSGCONV=0.00001) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

**Estimated G matrix is not positive definite.**

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

**Estimated G matrix is not positive definite.**

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

## The GENMOD Procedure

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

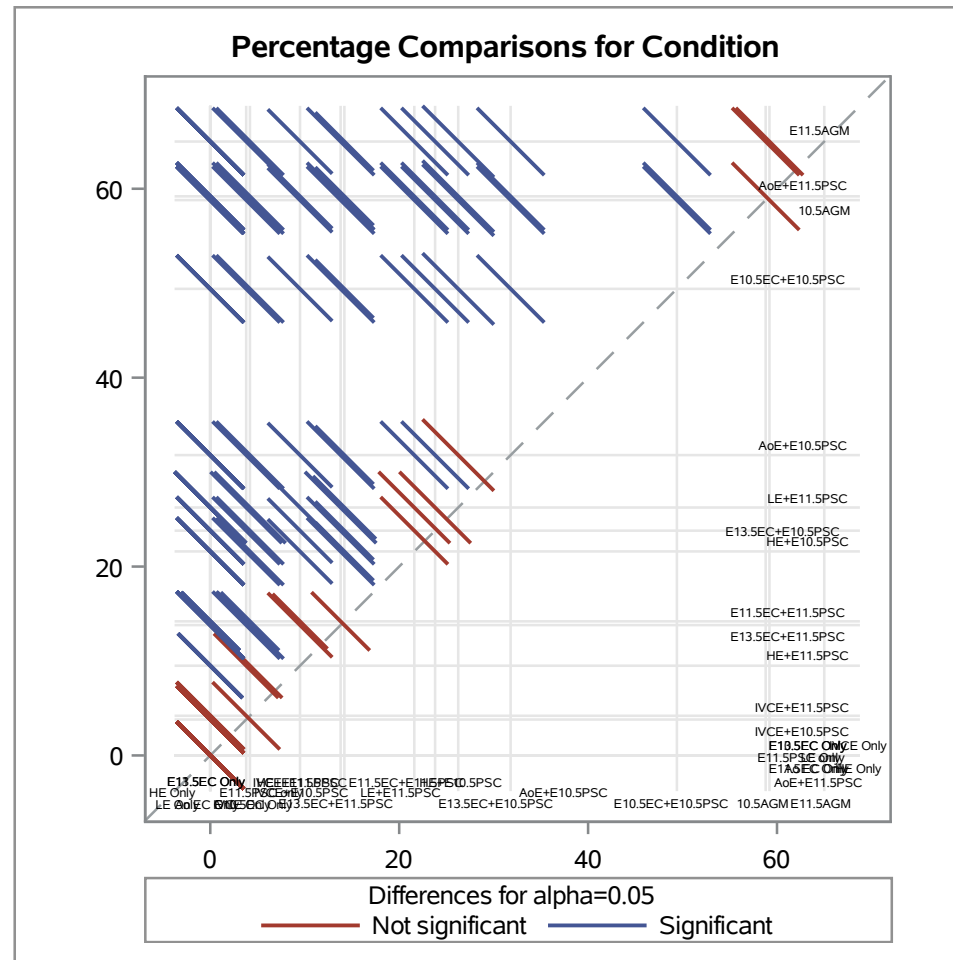

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

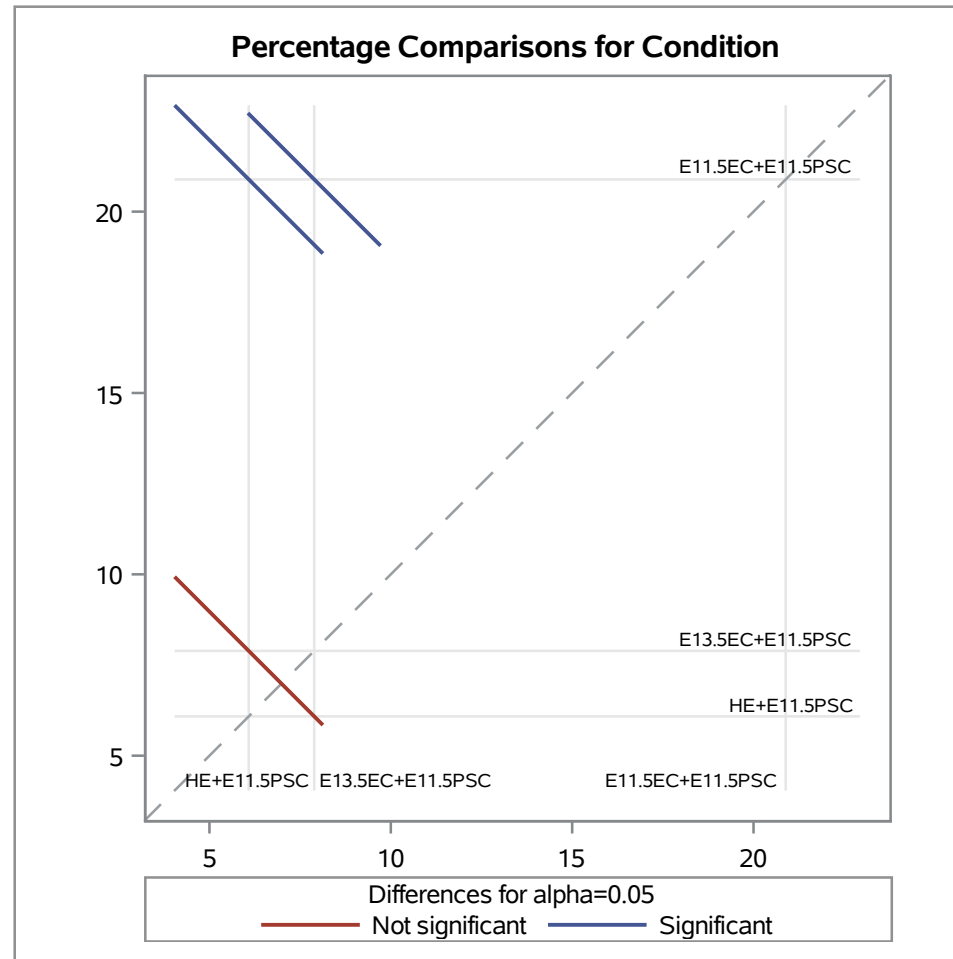

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

## The GENMOD Procedure

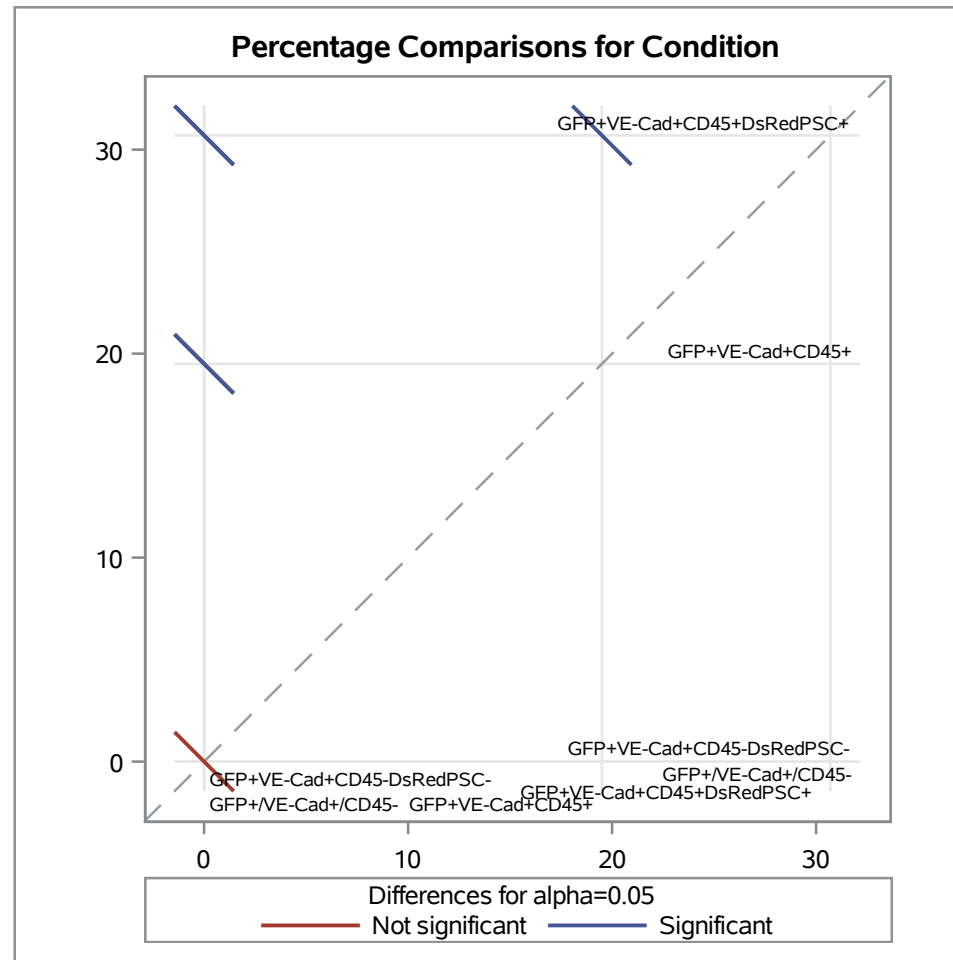

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

## The GENMOD Procedure

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

## The GENMOD Procedure

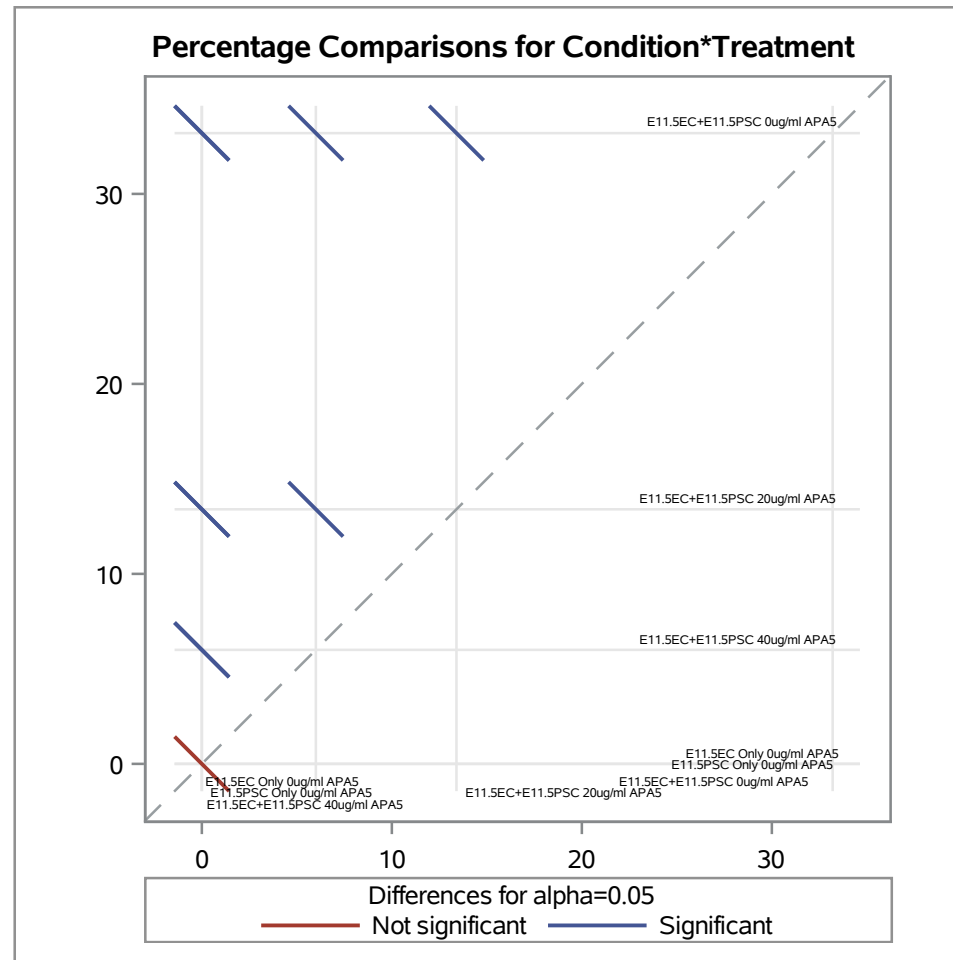

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

**Estimated G matrix is not positive definite.**

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

**Estimated G matrix is not positive definite.**

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

**Estimated G matrix is not positive definite.**

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The Mixed Procedure

## The Mixed Procedure

Convergence criteria met.

**Estimated G matrix is not positive definite.**

## The Mixed Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

**Estimated G matrix is not positive definite.**

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

**Estimated G matrix is not positive definite.**

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

**Estimated G matrix is not positive definite.**

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

## The GENMOD Procedure

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

## The GENMOD Procedure

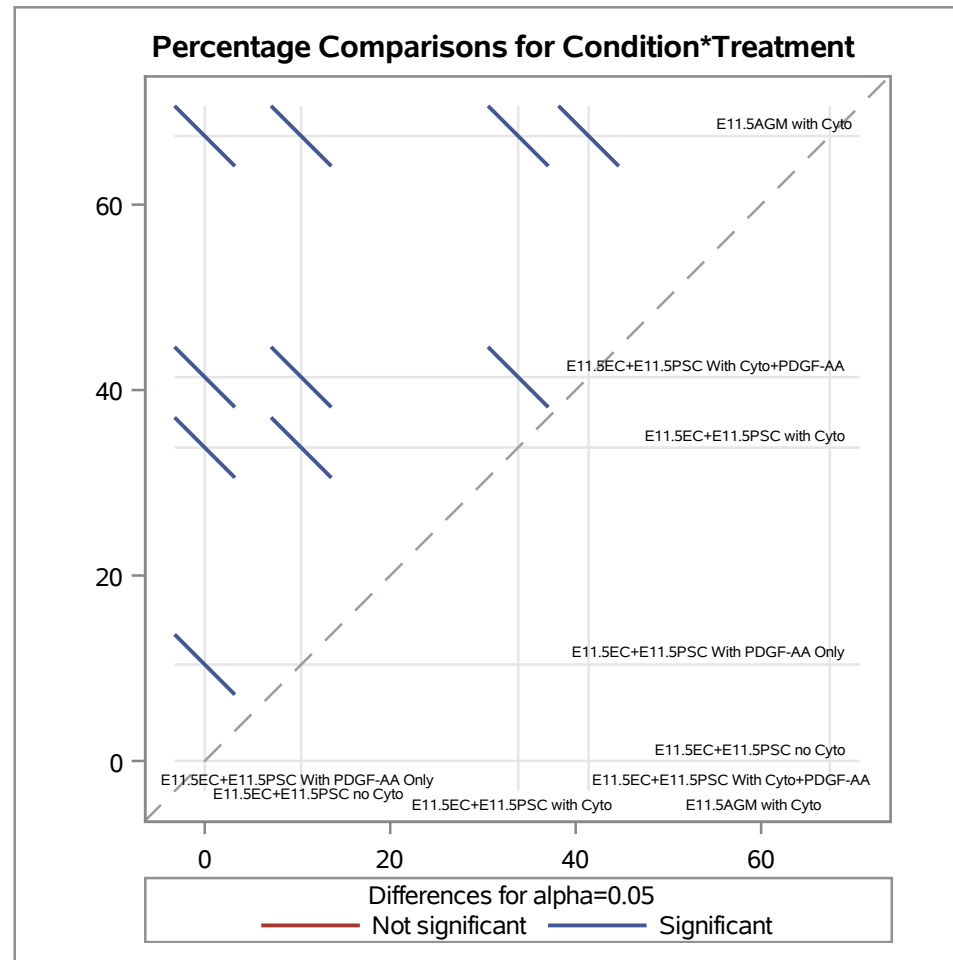

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The Mixed Procedure

## The Mixed Procedure

Convergence criteria met.

**Estimated G matrix is not positive definite.**

## The Mixed Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

## The GENMOD Procedure

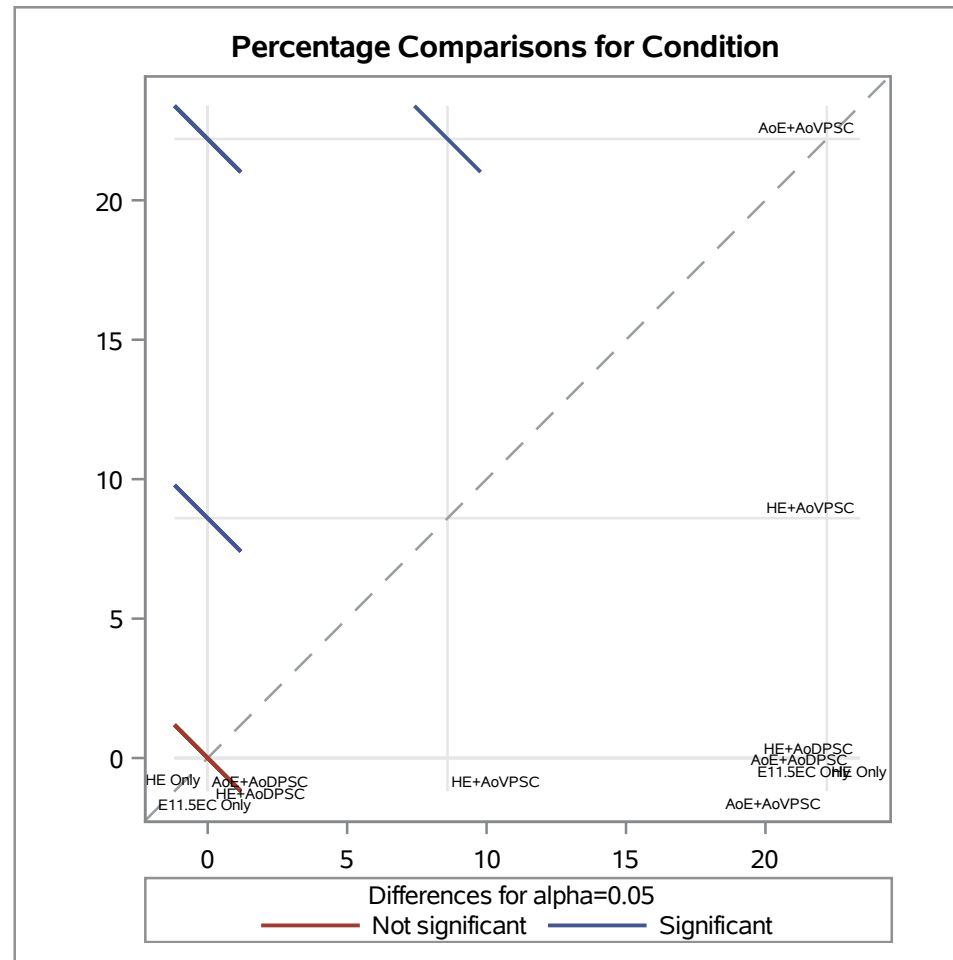

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

## The GENMOD Procedure

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

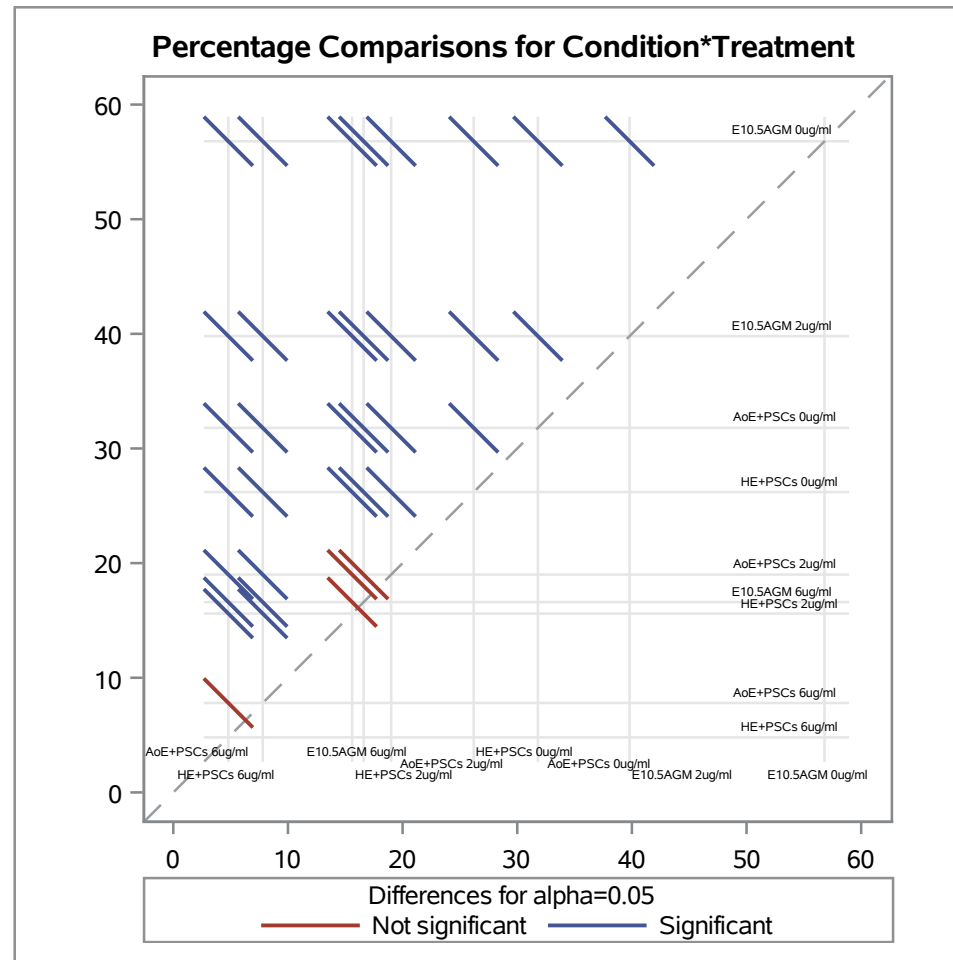

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

## The GENMOD Procedure

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

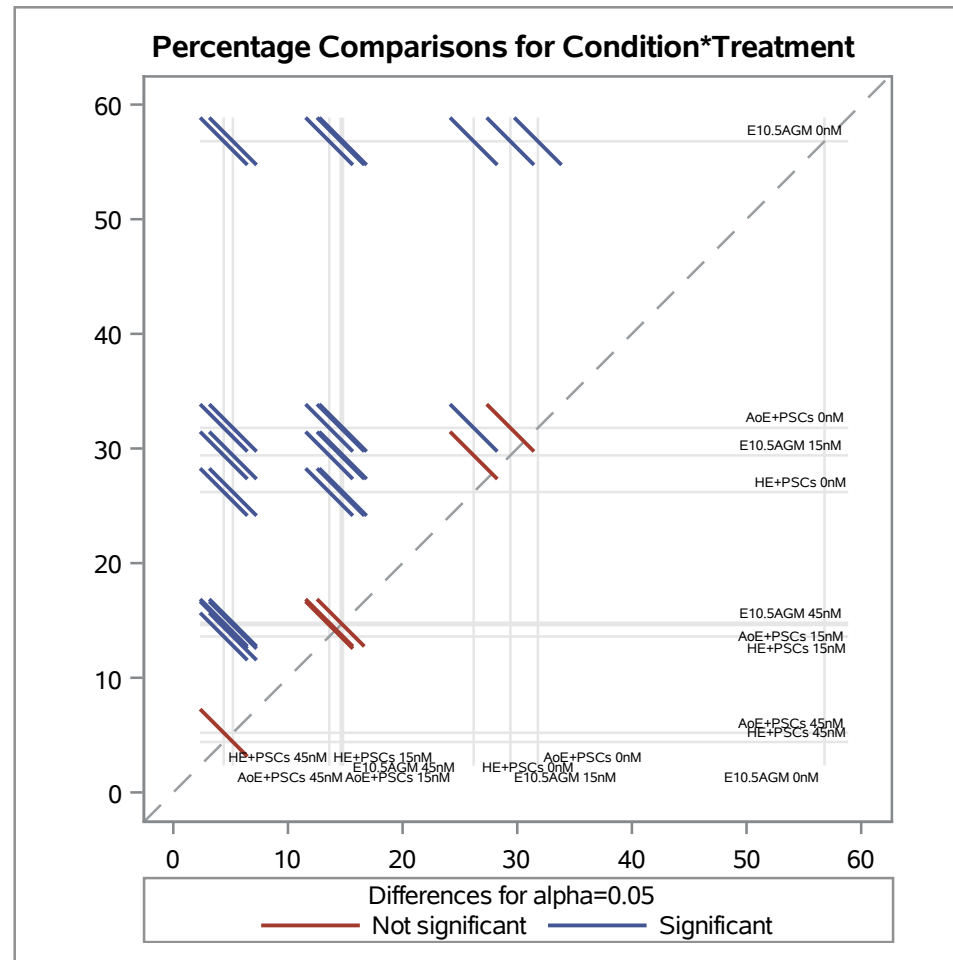

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

## The GENMOD Procedure

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

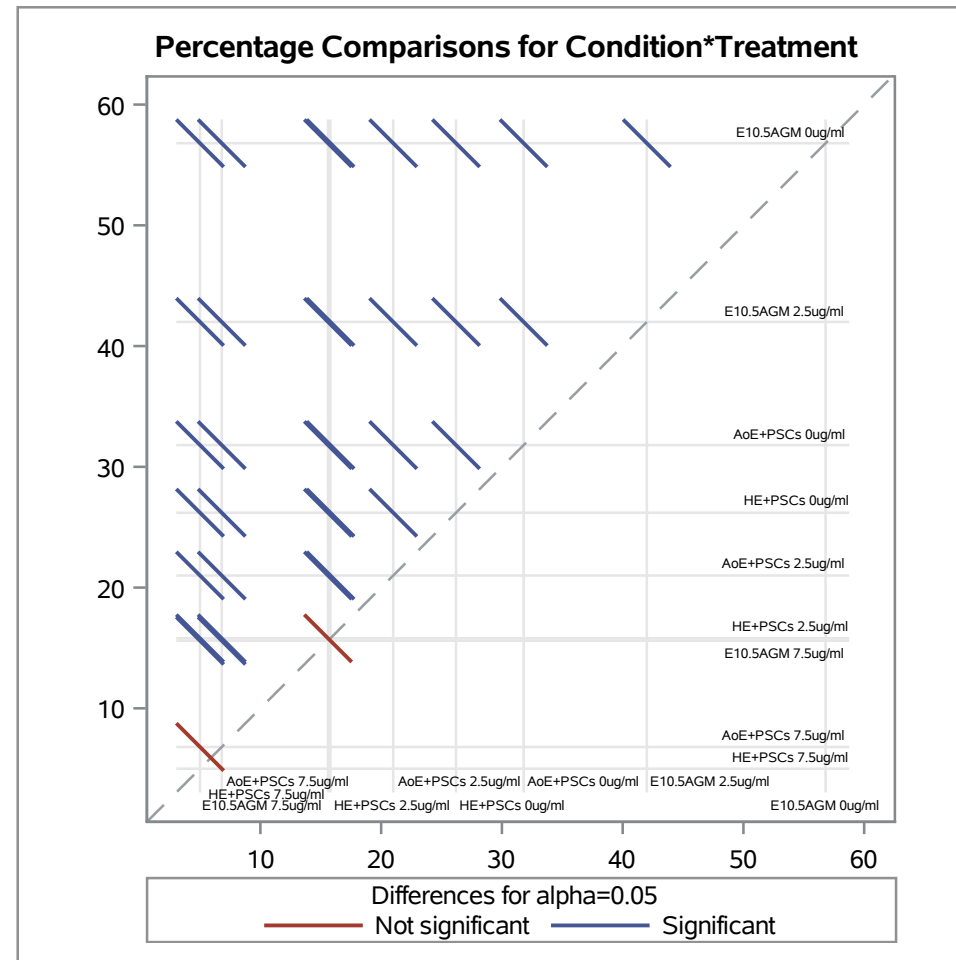

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

## The GENMOD Procedure

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

## The GENMOD Procedure

### Percentage Comparisons for Condition\*Treatment

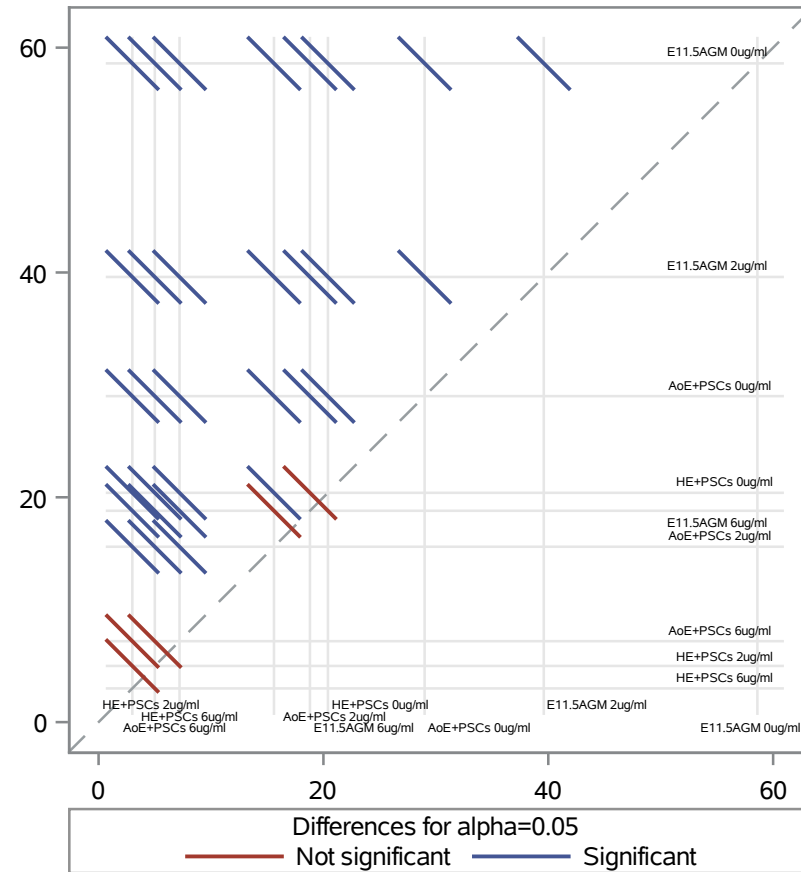

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GENMOD Procedure

## The GENMOD Procedure

Algorithm converged.

## The GENMOD Procedure

**Note:** The scale parameter was estimated by maximum likelihood.

## The GENMOD Procedure

## The GENMOD Procedure

## The GENMOD Procedure

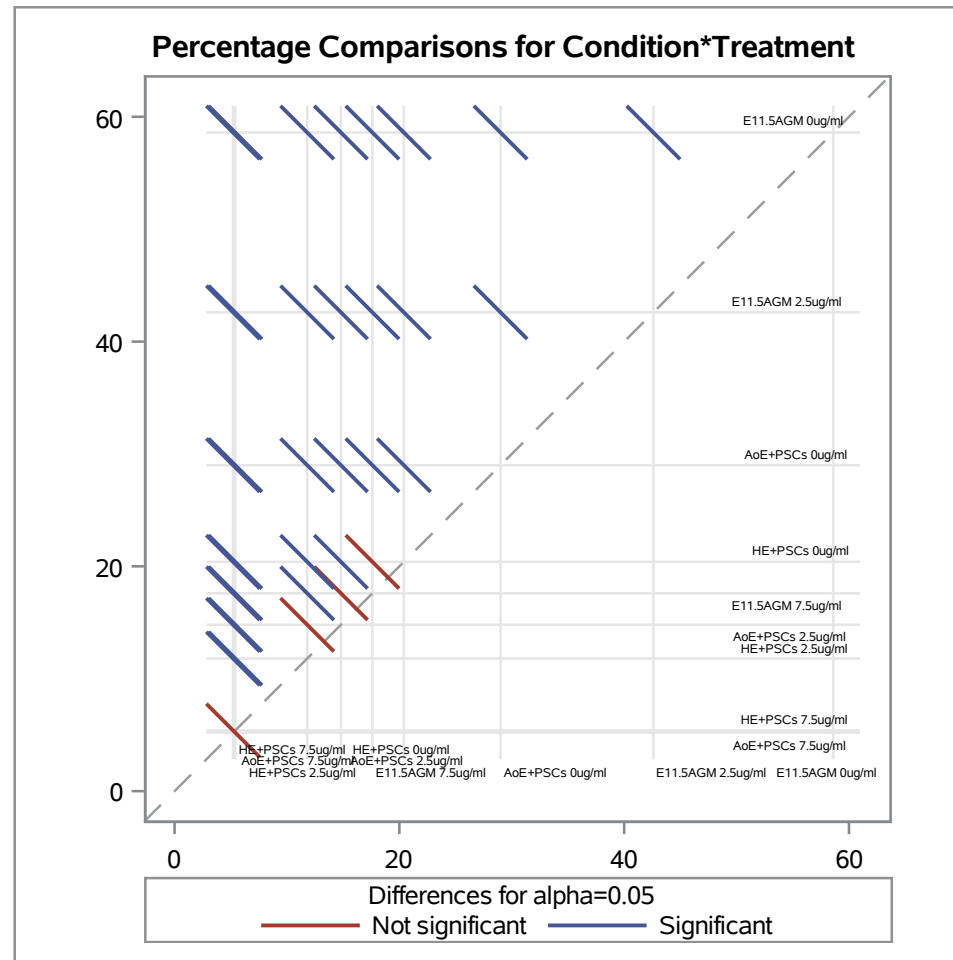

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

Convergence criterion (GCONV=1E-8) satisfied.

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

## The GLIMMIX Procedure

[truncated: 856,487 more chars]

# Supplementary material for: Mesoderm-derived PDGFRA+ cells regulate the emergence of hematopoietic stem cells in the dorsal aorta
**Source:** Nat Cell Biol. 2022 Jul 28;24(8):1211–25. doi: 10.1038/s41556-022-00955-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

- |                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | L780 LSM Zeiss, Leica SP8 DLS, Imaris software (v9.1), The BD LSRFortessa™ SORP X-20, BD Influx™, Illumina HiSeqX, 10X Genomics Chromium™ Single Cell 3' platform (v3 chemistry)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | <p>1. Bulk RNA sequencing - reads were aligned to the mouse genome (mm10) (<a href="https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/">https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/</a>) using the software STAR (v2.5.0b). Gene expression levels were quantified using HTSeq (v0.9). Expression levels were TMM-normalized using the software package EdgeR (v3.5) in the R statistical analysis software (v3.3.3). Hierarchical clustering with average linkage and Euclidean distance was performed using the Partek Genomics Suite (v 6.6).</p> <p>2. Single cell RNA sequencing – To analyze the filtered gene expression counts, we wrote custom Python 3.9 scripts, available at: <a href="https://github.com/iosonofabio/scpaper_Vashe">https://github.com/iosonofabio/scpaper_Vashe</a>. We then used scanpy (v1.8.2) (<a href="https://scanpy.readthedocs.io">https://scanpy.readthedocs.io</a>) to log the counts, calculate overdispersed features, perform PCA and UMAP embedding (<a href="https://arxiv.org/abs/1802.03426">https://arxiv.org/abs/1802.03426</a>), compute a similarity graph with 10 neighbors, and cluster with the Leiden algorithm then used singlet (<a href="https://singlet.readthedocs.io">https://singlet.readthedocs.io</a>) to make dot plots with a threshold of 0.5 cptt and UMAP projections by cluster and logged gene expression. Pseudotime analysis was performed using scanpy (<a href="https://scanpy.readthedocs.io/en/stable/api/scanpy.tl.dpt.html">https://scanpy.readthedocs.io/en/stable/api/scanpy.tl.dpt.html</a>).</p> <p>3. Cell Ranger (v3.1.0) was used to process raw datasets including – quality control, the extraction of gene expression matrices, and the aggregation of gene expression matrices from different sequencing runs with batch effect removal.</p> <p>4. Statistical data analysis – All statistical analyses were performed using SAS v9.4 (SAS version 9.4, SAS Institute (2016), Cary, NC). SAS statistical analysis and codes are available as Chandrakanthan et al_Statistics_SAS Output.</p> <p>5. Flow cytometry- FlowJo™ v10.5+, BD FACSDiva™ v6.0</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Bulk and single cell RNA-sequencing data were aligned to mm10 ([https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000001635.20/](https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/)) and have been deposited in Gene Expression Omnibus under GSE163757 and GSE114464 respectively. These data are publicly available. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. Sample sizes were selected on the basis of previous experiments (Reference #80 (Medvinsky et al, 2008), #84 (Taoudi et al., 2008)). Standard practice in molecular and cell biology involves at least three independent biological replicates for each experiment and the number performed for each are mentioned in the figure legends. Data presented in the figures reflect multiple independent experiments (independent cultures and passages were used for each repeat and were obtained on different days) with orthogonal validation where possible. |
| Data exclusions | No data were excluded from analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | Data presented in the figures reflect multiple independent experiments, performed on different days using different animals. All experiments were reproduced at least three times.                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Randomization   | Randomization does not apply to cell based experiments, in which large numbers of cells from a given source were partitioned among experimental conditions. Tissues from multiple embryos and adult (12-16 week, female) mice were pooled and then divided as embryo equivalents or defined cell numbers for downstream experiments.                                                                                                                                                                                                                                                                   |
| Blinding        | Investigators were blinded to group allocation during data collection and analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies used

A list of antibodies and their source are included in the supplemental information file as a resource table under Reagents or Resource Antibodies (extended data)

REAGENT or RESOURCE SOURCE IDENTIFIER

Antibodies

AcLDL-Alexa Fluor 488 Invitrogen L23380

Anti-GFP Invitrogen A10263

Anti-GFP-Alex-488 Invitrogen A21311

Anti-GFP-Alex-647 Invitrogen A31852

$\alpha$ Sarcomeric actinin Sigma 051M4773

B220-BV421 Biolegend 103239

Calponin Abcam ab46794

CD146 Biolegend 134701

CD31 Abcam ab28364

CD31-APC eBioscience 17-0453-82

CD31-PE BD Biosciences 553373

CD31-PE/Cy7 BD Biosciences 561410

CD3-Alexa Fluor 647 Biolegend 100209

CD41- PE/Cy7 Biolegend 133915

CD43-PE/Cy7 Biolegend 143210

CD45 eBioscience 14-0451-82

CD45-eFluor eBioscience 48-0451-82

CD45-FITC Biolegend 103107

CD4-APC/CY7 Biolegend 100414

CD8-BV421 Biolegend 100737

cKIT BD Bioscience 103101

cKIT-APC Biolegend 105811

Gr1-BV421 Biolegend 108433

Hnf4 $\alpha$  Santa Cruz Biotechnology sc-6556

Mac1-APCCy7 Biolegend 101226

Mouse Lineage Panel BD Pharmigen 557791

Myh11 Thermo Fisher Scientific MA5-11971

Nestin Millipore MAB353

PDGFRA BD Pharmigen 558774

PDGFRA (APA5) Biolegend 135901

PDGFRA-APC Biolegend 135908

PDGFRA-BV421 Biolegend 562774

PDGFRB Biolegend 136002

PDGFRB (APB5) Biolegend 136002

Purified Anti-YFP Biovision 3991-100

Sca1-PE/Cy7 Biolegend 108114

Serum response factor Abcam ab53147

Tuj1 Santa Cruz Biotechnology sc-80005

VE-Cadherin Santa Cruz Biotechnology sc-9989

VE-Cadherin-PE Biolegend 138105

## Validation

REAGENT or RESOURCE SOURCE IDENTIFIER DILUTION REFERENCE (PMID)

AcLDL-Alexa Fluor 488 Invitrogen L23380 5 $\mu$ g/ml PMID:20453163, 21885849

Anti-GFP-Biotin Invitrogen A10263 1;400 PMID: 25347465

Anti-GFP-Alex-488 Invitrogen A21311 1;500 PMID: 33907215

Anti-GFP-Alex-647 Invitrogen A31852 1;500 PMID: 28815216

$\alpha$ Sarcomeric actinin Sigma 051M4773 1;500 PMID: 21084676

B220-BV421 Biolegend 103239 1;200 PMID: 24719463

Calponin Abcam ab46794 1;300 PMID: 28077619

CD146 Biolegend 134701 1;400 PMID: 24067916

CD31 Abcam ab28364 1;300 PMID: 29208669

CD31-APC eBioscience 17-0453-82 1;200 PMID: 27022143

CD31-PE BD Biosciences 553373 1;350 PMID: 7956830

CD31-PE/Cy7 BD Biosciences 561410 1;350 PMID: 7956830

CD3-Alexa Fluor 647 Biolegend 100209 1;200 PMID: 29466757

CD41- PE/Cy7 Biolegend 133915 1;300 PMID: 27183606

CD41-PE Biolegend 133906 1;100 PMID: 26193121

CD41-BV421 Biolegend 133911 1;150 PMID: 25840412

CD43-PE/Cy7 Biolegend 143210 1;300 PMID: 15778363

CD45 eBioscience 14-0451-82 1;300 PMID: 26347471

CD45-eFluor eBioscience 48-0451-82 1;150 PMID: 27525437

CD45-FITC Biolegend 103107 1;200 PMID: 16709810

CD45-PE/Cy7 Biolegend 103114 1;300 PMID: 16709810

CD4-APC/CY7 Biolegend 100414 1;200 PMID: 23851361

CD8-BV421 Biolegend 100737 1;150 PMID: 16116223

cKIT BD Bioscience 103101 1;300 PMID: 7508684

cKIT-APC Biolegend 105811 1;300 PMID: 20512127

Gr1-BV421 Biolegend 108433 1;150 PMID: 16142239

Hnf4a Santa Cruz Biotechnology sc-6556 1;400 PMID: 32880442  
 Mac1-APCCy7 Biolegend 101226 1;400 PMID: 24431111  
 Mouse Lineage Panel BD Pharmingen 557791 1;400 PMID: 9169840  
 Myh11 Thermo Fisher Scientific MA5-11971 1;400 PMID: 32102389  
 Nestin Millipore MAB353 1;300 PMID: 25683249  
 PDGFRA BD Pharmingen 558774 1;400 PMID: 8875964  
 PDGFRA (APA5) Biolegend 135901 1;300 PMID: 8875964  
 PDGFRA-APC Biolegend 135908 1;200 PMID: 26056396  
 PDGFRA-BV421 Biolegend 562774 1;200 PMID: 26056396  
 PDGFRB Biolegend 136002 1;350 PMID: 29861387  
 PDGFRB (APB5) Biolegend 136002 1;200 PMID: 11413086  
 Purified Anti-YFP Biovision 3991-100 1;250 PMID: 31387989  
 Sca1-PE/Cy7 Biolegend 108114 1;300 PMID: 19443245  
 Serum response factor Abcam ab53147 1;250 PMID: 27323859  
 Tuj1 Santa Cruz Biotechnology sc-80005 1;300 PMID: 31619962  
 VE-Cadherin Santa Cruz Biotechnology sc-9989 1;300 PMID: 31863691  
 VE-Cadherin-PE Biolegend 138105 1;300 PMID: 11156369  
 VE-Cadherin-APC Biolegend 138012 1;200 PMID: 11156369

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

1. C57BL/6J- 12-16 weeks old Males and females used for time mating to get age appropriate embryos. Females were used for transplant experiments. 3-4 females used to get age appropriate embryos and 3-5 females used for each transplant experiments (please see figures for exact numbers).
2. Pdgfratm11(EGFP)Sor- 12-16 weeks old Males and females used for time mating to get age appropriate embryos. 4-6 females used to get age appropriate embryos per experiment.
3. Gt(ROSA)26Sortm(EYFP)Cos/J- This is a reporter mouse strain. 12-16 weeks old Males or females used for time mating with male or female Cre-lines to get age appropriate embryos. 4-8 females used to get age appropriate embryos per experiment
- Tg(CAG-DsRed\*MST)1Nagy- This is a reporter mouse strain. Males or females used for time mating with male or female Mesp1 or Wnt1 Cre-lines to get age appropriate embryos. 4-8 females used to get age appropriate embryos per experiment.
- C57BL/6Tg(UBC-GFP)30Scha/J- 12-16 weeks old Males and females used for time mating to get age appropriate embryos. 12-16 weeks old Females were used to harvest heart, lung, aorta and IVC endothelial cells. 3 females used to get age appropriate embryos per experiment.
- Mesp1tm2(cre)Ysa- 12-16 weeks old Males and females used for time mating with reporter mouse lines to get age appropriate embryos. 4-8 females used to get age appropriate embryos per experiment.
- Tg(Wnt1-cre)11Rth- 12-16 weeks old Males and females used for time mating with reporter mouse lines to get age appropriate embryos. 4-8 females used to get age appropriate embryos per experiment.
- Sox1tm1(cre)Take- 12-16 weeks old Males and females used for time mating with reporter mouse lines to get age appropriate embryos. 4-8 females used to get age appropriate embryos per experiment.
- Tg(Pdgfra-cre/ERT2)1Wdr- 12-16 weeks old Males and females used for time mating with reporter mouse lines to get age appropriate embryos for lineage tracing studies. 6-8 females used to get age appropriate embryo.
- Tg(Nes-EGFP)33Enik-12-16 weeks old Males and females used for time mating to get age appropriate embryos. 4-6 females used to get age appropriate embryos per experiment.
- Gt(ROSA)26Sortm1(HBEGF)Awai-12-16 weeks old Males and females used for time mating with reporter mouse lines to get age appropriate embryos for lineage tracing studies. 6-8 females used to get age appropriate embryos

Animals were housed and bred at the Biological Resources Centre at UNSW, a specific pathogen free, PC2 facility with semi-natural light cycle of 12:12 hours light: dark, and regulated air quality, ventilation (15 ACH), humidity (55%) and temperature (22C)- see methods.

### Wild animals

Study did not involve wild animals.

### Field-collected samples

Study did not involve samples collected from the field.

### Ethics oversight

All animal experiments were approved by the Animal Ethics Committee of UNSW Sydney, Sydney, NSW, Australia

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Sample preparation was in accordance with published protocols (references are included in the methods section).

Instrument

Mononuclear staining was analysed on a BD LSRFortessa (BD Biosciences). Cell sorts were performed on a BD Influx (BD Biosciences).

Software

BD FACSDiva™ Software v6 (BD Biosciences) and FACS data were analysed using FlowJo v10.5+ software (TreeStar).

Cell population abundance

We sorted PSCs and endothelial cells separately.

Gating strategy

First gated for FSC-A/FSC-H and eliminated all doublets and then gated for FSC-A/SSC-A to select mononuclear cells. From there we used relevant fluorochromes to gate and select respective cell populations for our experiments. Experimental details are listed in the main and supplemental information files (including controls).

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

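The data are single-cell transcriptomes of sorted endothelial cells from adult mouse heart, taken fresh (0 h) and after 24, 48, 72 and 96 h in co-aggregates with E11.5 *Mesp1* der PSCs. Cells of all time points were pooled, and 3 independent pools (A, B and C) were sequenced with 10x Genomics 3′ v3 chemistry. The authors aligned the reads to mm10 (GRCm38) and counted UMIs with Cell Ranger 3.1.0, which also aggregated the libraries with batch-effect removal. The paper's text does not name the gene annotation that was used.

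The authors deposited UMI counts per Ensembl gene and cell without normalization. The second deposited table holds the natural log of 1 plus the counts per 10,000 UMIs of the cell, made by the authors. It was recomputed from the counts and differed by at most 6.2e-15. The third deposited table gives 2 UMAP coordinates and the Leiden cluster number, made by the authors with scanpy 1.8.2. The coordinates were not used. All values in the count table were whole numbers. In this table 27,645 genes were given a name from GENCODE release M21 and 353 kept their identifier. Counts of equal names were summed, as in the paper's methods, which concerned 4 names and left 27,994 genes. Gene positions are those of the same release on GRCm38.

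The cells carry a library suffix from 1 to 3 on their barcodes, which is tied to none of the pools A, B and C in the material used here, and no time point is given per cell. The matrix was therefore treated as 1 sample. The design fixed before the data were examined provided for edgeR's quasi-likelihood test on sums per pool if the cells could be traced to pools, with DESeq2 as an alternative. Neither was used, and no P values are given. The intervals printed with shares, levels and ratios are those that counting alone allows. The interval of a median pseudotime comes from the ranked values of the cells and treats cells as independent. These intervals are at the 95% level and cover neither differences between animals nor between cultures. Values by library show the range over 3 libraries of unknown pool.

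Counts were scaled to counts per 10,000 UMIs of the cell (CPTT). Cells above 0.5 CPTT were called positive, as in the paper's dot plots, and the thresholds of 0 and 1 CPTT were alternatives. Levels in groups of cells are sums of UMIs per 10,000 UMIs of the group. For a gene with no UMI in a group, 3 UMIs were taken as the upper limit. Because depth differed between clusters, shares were also computed after 5,000 UMIs had been drawn without replacement from each cell (random seed 1), which left out 90 cells, namely 6, 54, 19, 0, 6, 4 and 1 of clusters 0 to 6. The split into *Runx1*-positive and *Runx1*-negative cells was made at this depth, with at least 1 *Runx1* UMI for a positive cell and at least 2 in an alternative. Clusters 3 and 4 served as the reference for free RNA. Doublets were searched for with Scrublet as provided in scanpy (random seed 0). It called 8 cells, which were kept and left out in an alternative. Further alternatives left out each library in turn, used the deposited normalized values, replaced sums by the mean of the cells' CPTT and, for the ranking of genes, lowered the minimum level from 1 to 0.1 UMIs per 10,000.

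Pseudotime was computed with the diffusion method of scanpy, unbranched, with 2,000 overdispersed genes, 50 principal components, 10 neighbours and 15 diffusion components. The paper states the method, the starting cluster and the number of neighbours, and the other settings were chosen here. Alternatives used 1,000 or 4,000 genes, 30 neighbours and another root cell.

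The genes named in the text follow a rule fixed at the same time as the design. They are the genes of Fig. 6c, *Pdgfra* and *Pdgfrb*, the markers of 24 cell type lists and, for each comparison of clusters, the 5 genes with the largest ratio in each direction among those with at least 1 UMI per 10,000 in the higher group and the same direction in every library. The comparisons not in the design are said to be so where they are given. Genes that lead a cluster and belong to no list are named to describe that cluster. A further 9 lists were used for tests in the closing section, some of which repeat genes of the 24. Of the markers, *Trac* was not found in the count table.

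The comparisons of many genes were tested on simulated counts in which 200 genes had been changed by known factors. The simulated sums followed a Poisson law, which the intervals also assume, with no variation between cells or libraries. All other genes had the same level in both groups. The results below therefore check the computation and do not show how it performs on real cells. Ranked by the size of the log2 ratio, 199 of the changed genes were among the top 200 of 1,661 ranked genes in a simulation of cluster 5 against cluster 6, and the intervals held the true value for 95.5% of the changed genes. In simulations of cluster 5 and of cluster 6 against clusters 0, 1 and 2, and of *Runx1*-positive against *Runx1*-negative cells, all 200 were among the top 200 of 1,705, 1,736 and 1,737 ranked genes, and the intervals held the true value for 95%, 97% and 97.5% of the changed genes. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9.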

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

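The tests of free RNA, doublets, cells of both sexes and embryo-derived cells as the only source of Y-linked UMIs, the test of free RNA for *H19* and *Igf2*, and the tests of free RNA and doublets for cluster 3 were chosen only after the results were seen. For embryo-derived cells as the only source of Y-linked UMIs and for adult cells that switched on fetal genes, the rule for reading the test was also changed after its value was known. In both cases the rule as first written would have excluded the explanation, and the change leaves it open.

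UMIs of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, which the paper does not discuss, were found without any UMI of *Xist* (chromosome X of GRCm38, 103,460,366–103,483,254) in 45.3% of all cells (44.3–46.4%), whereas the paper states that the hearts came from female mice. By cluster, the share of such cells ran from 41.0% in cluster 3 to 55.4% in cluster 1, and by library from 38.5% to 50.8%. Among the 5,011 cells above 20,000 UMIs, 49.4% had Y-linked UMIs only and 35.7% had *Xist* only. With every cell at 5,000 UMIs the order was the opposite, with 25.7% Y-linked only and 33.5% *Xist* only. By cluster the share with Y-linked UMIs only then ran from 23.2% in cluster 2 to 43.4% in cluster 1. Free RNA from Y-carrying cells is argued against, because cells with at least 5 *Xist* UMIs had 0.112 times the Y-linked UMIs per 10,000 of cells with none (0.120 in 2,040 cells against 1.07 in 2,647 cells), where free RNA would give about the same level in both. Doublets of Y-carrying and *Xist*-expressing cells would carry both signals, so they could not give cells with Y-linked UMIs only. Of the deep cells with Y-linked UMIs, 81.1% had no *Xist* UMI. This value restates the pattern and is no separate test of doublets. Reads shared with the X-linked copies (*Ddx3x*, *Eif2s3x*, *Kdm5c* and *Kdm6a*) are argued against too. The ratio of Y-linked to X-linked copies in cells with at least 5 *Xist* UMIs was 0.0854 of that in cells with none, although the copies themselves were not lower in the cells with *Xist*. Cells of both sexes in the sorted pools remain a hypothesis, for which the test required few deep cells with neither signal, and 3.43% had neither. Cluster 3 went against this requirement. Of its deep cells 19.1% (12.8–26.9%) had neither, against 0% in cluster 1 to 3.88% in cluster 2 among the other clusters. Whether the embryo-derived cells were the only Y-carrying ones cannot be told apart from Y-carrying cells among the adult donors. Cluster 1 has the highest level of heart capillary genes. Its fetal imprinted genes stood at 8.43 UMIs per 10,000. That is below clusters 0, 2 and 4 (83.6, 40.4 and 35) but above clusters 3, 5 and 6 (5.28, 5.48 and 4.2). In cluster 1, 87.9% (76.7–95%) of the 58 deep cells with 1 of both signals carried Y-linked UMIs. Among all 618 cells of cluster 1 with 1 of both signals the share was 71.7%, and at 5,000 UMIs per cell it was 67.0%. The rule as first written would have excluded embryo-derived cells as the only source at this value. It was not applied, because reading cluster 1 as adult cells is itself untested and no cell's origin is given. The sort required GFP, which the paper gives to the adult endothelial cells and not to the PSCs, and this counts against embryo-derived cells. Whether any cells passed the gate without GFP was not tested. The sort also required absence of PDGFRA, yet *Pdgfra* RNA was above 0.5 CPTT in 40.9% of the cells in cluster 4. The gates are therefore limited evidence.

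The maternally expressed imprinted gene *H19* (chromosome 7 of GRCm38, 142,575,529–142,578,143), which the paper does not discuss, stood at 7.92 UMIs per 10,000 in cluster 2, the largest cluster. Its level was 33.0 in cluster 0, 9.78 in cluster 4 and 1.00 to 1.76 in clusters 1, 3, 5 and 6. *Igf2* followed the same order at its upper end, with 37.0 in cluster 0, 10.7 in cluster 4, 10.4 in cluster 2 and 2.35 in cluster 1. Free RNA from embryonic cells is argued against, since cluster 2 had 4.47 times the *H19* and *Igf2* UMIs per 10,000 of cluster 1. One hypothesis is embryo-derived endothelial cells in the sort. The GFP gate of the sort counts against it, and whether any cells passed the gate without GFP was not tested. The test required other fetal genes and *Hox* genes of the trunk to be at least 2-fold higher in clusters 0 and 2 than in cluster 1. The 13 trunk *Hox* genes were 5.33 times as high (1.60 against 0.301 UMIs per 10,000, and 5.63, 2.96 and 9.42 times by library), and all 13 were higher. A list of fetal RNA-binding and growth genes (*Lin28b*, *Igf2bp1*, *Igf2bp3* and *Hmga2*) was 6.47 times as high, although the *Runx1*-rich cluster 5 also had 5.01 UMIs per 10,000 of this list. Trunk *Hox* genes stood highest in cluster 4, at 5.57. The other hypothesis, adult heart endothelial cells that switched on fetal genes in the co-aggregates, cannot be told apart from it here. Heart endothelial genes (*Meox2*, *Tcf15* and *Rbp7*) in clusters 0 and 2 were at 0.406 of their level in cluster 1. The rule as first written would have excluded the hypothesis at this value, but after the value was seen the ratio was required to lie under 0.5 in every library, and it was 0.598, 0.460 and 0.269. By gene, *Tcf15* stood at 1.13 against 1.34 UMIs per 10,000, *Meox2* at 0.0223 against 0.594 and *Rbp7* at 0.0246 against 0.970. The heart capillary list was at 0.0216 of its level in cluster 1 (0.0253, 0.0294 and 0.0133 by library), which goes against adult cells unless such genes are lost in culture, and this was not tested. Cells of the 0 h time point, of which the paper states that they are fresh heart endothelium, were not known, so that the change during culture was not tested.

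*Dppa5a* (ENSMUSG00000060461, chromosome 9, 78,367,052–78,368,177), a gene the paper does not discuss, was above 0.5 CPTT in 99.2% of the cells in cluster 3, which the paper describes as non-haematopoietic. Free RNA is argued against, because at 5,000 UMIs per cell 99.6% of the cells in cluster 3 had a UMI of *Dppa5a*, *Dppa3* or *Pou5f1* against 2.42% of all other cells, a ratio of 41.2. Doublets with endothelial cells are argued against by *Cdh5* and *Pecam1*, which together stood at 23.5% of their level in cluster 2. Germ cells in the sort are a hypothesis that the data leave open. The germ cell list (*Nanos3*, *Ddx4*, *Dazl*, *Mael*, *Sycp3* and *Tdrd9*) was 44.5 times as high in cluster 3 as in the other clusters, and *Nanos3* and *Ddx4* were found in 45.2% and 33.5% of its cells. The list stood at 0.633 UMIs per 10,000, which is not above the 0.663 of the pluripotent stem cell list (*Fgf4*, *Tdgf1*, *Lefty1* and *Zfp42*), and the test required it to be. *Zfp42* alone gave 334 UMIs in cluster 3. Germ cells and pluripotent cells therefore cannot be told apart by these lists.

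*Pf4* (chromosome 5, 90,772,435–90,773,383), a platelet gene outside those the paper discusses, stood at 166.7 UMIs per 10,000 in cluster 6 and at 0.485 in all other cells. *S100a9* (chromosome 3, 90,692,632–90,695,721), a neutrophil gene outside those the paper discusses, stood at 3.74 UMIs per 10,000 in cluster 5 and at 0.0161 in all other cells. *Col1a1* (chromosome 11, 94,936,224–94,953,042) stood at 5.58 UMIs per 10,000 in cluster 4 and at 0.0156 in all other cells, in a sort for cells without PDGFRA. These genes lead the clusters they are given for, and the clusters were made from the same counts. No technical or biological explanation was tested for these 3 genes.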

How the results depend on the processing

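No alternative in this part was chosen only after the result was seen.

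No log2 ratio whose interval excluded 0 changed its sign under any alternative, but the order of some clusters did change. The share of *Sox17*-positive cells was lower in cluster 1 than in cluster 2 as reported and higher at 5,000 UMIs per cell (47.4% against 39.3%) and above 1 CPTT (52.7% against 46.7%). The deposited normalized table equals the values recomputed here and 8 cells were called doublets, so these alternatives test little and are left out of the counts that follow. Over the 15 genes of Fig. 6c in 7 clusters, 350 of 630 values moved by less than their 95% interval and 280 by more. For the log2 ratios between *Runx1*-positive and *Runx1*-negative cells, 28 of 70 values moved by more than the interval, and for those between clusters 5 and 6, 19 of 73. All 7 haematopoietic genes stayed higher and all 6 endothelial genes lower in *Runx1*-positive cells without thinning, with at least 2 *Runx1* UMIs for a positive cell, without the doublet calls and without each library.

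Shares of cells moved with depth and threshold, as they must, since thinning removes UMIs and a higher threshold removes positive cells. With every cell at 5,000 UMIs, the share of *Runx1*-positive cells was 46.0% in clusters 5 and 6 and 2.31% in clusters 0, 1 and 2, the share of *Sox17*-positive cells was 43.9% in clusters 0, 1 and 2 and 7.30% in clusters 5 and 6, and *Runx1* was found in 11.2% of all cells whether above 0 or above 1 CPTT was required. Above 0 CPTT the shares of the clusters were 83.6%, 5.40%, 75.0% and 19.7% in the same order, and above 1 CPTT they were 53.9%, 2.17%, 51.2% and 7.33%. Leaving out 1 library at a time gave 69.7% to 76.8% for *Runx1* in clusters 5 and 6, 2.77% to 3.66% for *Runx1* in clusters 0, 1 and 2, 65.4% to 69.3% for *Sox17* in clusters 0, 1 and 2, 7.19% to 14.3% for *Sox17* in clusters 5 and 6, and 20.1% to 22.9% for *Runx1* above 0 CPTT in all cells. The value of 7.19% is the one without library suffix 2, against 11.4% with all libraries. The cause was not tested. At 5,000 UMIs per cell, 4.75% of the cells with suffix 2 had both Y-linked and *Xist* UMIs. The shares were 1.49% with suffix 1 and 1.78% with suffix 3. Mixed signals were thus more frequent in library suffix 2, from free RNA, doublets or another source. With at least 2 Y-linked UMIs required, 34.5% of all cells had Y-linked UMIs and no *Xist* UMI.

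The 5 genes with the largest ratios changed with the ranking. With a minimum of 0.1 UMIs per 10,000, the genes still in the top 5 numbered 0 for those higher in cluster 5 than in cluster 6, 2 for those lower, 0 for those higher in cluster 5 than in clusters 0, 1 and 2, 0 for those lower, and 1 for those lower in cluster 6 than in clusters 0, 1 and 2. A lower minimum admits more genes, and those of low level can reach larger ratios. With the mean of the cells' CPTT in place of sums, 2 stayed for those higher in cluster 5 than in cluster 6, 0 for those lower in cluster 5 than in clusters 0, 1 and 2 and 3 for those lower in cluster 6. The cause was not tested.

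Median pseudotime moved by more than its interval in 26 of 28 values. Shifts shared by all clusters enter this count, so it does not show how far the clusters changed place. With 1,000 genes, for example, every median fell, from 0.136 to 0.0555 in cluster 2 and from 0.468 to 0.203 in cluster 6. The clusters with a lower median than cluster 6 numbered 6 as reported, 5 with 30 neighbours and 4 with 4,000 genes, so the last place of cluster 6 does not hold under these settings.

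No paired analysis was run, because no result here comes from a test. This follows from a choice of the design, which treats all cells as 1 sample unless they are traced to pools by name. The barcodes carry no pool name, and nothing used here states that a library suffix is an independent pool. Ratios within each library are given as values without a test. The alternatives that needed pools, namely a fit without the replicate block, DESeq2 in place of edgeR and a fit without a filter on low counts, were not run for this reason.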

Differences from the paper's values

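No value in the paper's text differed by more than 1.5 times from the value computed here from the cells as deposited, but several statements did not match. For the share of *Runx1*-expressing cells the paper's sentence names the sorted cells at 96 h and the denominator here is all cells of all time points. The shares lie close to the paper's, and it stays open whether the paper's values are shares of all cells. At 5,000 UMIs per cell the share above 0 CPTT was 11.2%, against the paper's 21%. The paper states a minimum of 5,000 UMIs per cell, and 90 cells of the deposited table lie under it. No test in this part was chosen only after the result was seen.

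The paper numbers its clusters from the highest expressor of *Cdh5* and calls cluster 0 the one with the strongest endothelial identity. Of the 6 endothelial genes of Fig. 6c, 3 were highest in cluster 0 (*Sox17*, *Kdr* and *Notch1*) and 3 in cluster 1 (*Pecam1*, *Cdh5* and *Egfl7*), by UMIs per 10,000. *Cdh5* itself stood at 9.93 UMIs per 10,000 in cluster 1 and 9.30 in cluster 0, with cluster 1 higher in each library. By the mean of the cells' CPTT the values were 10.2 and 10.0. By the share of cells above 0.5 CPTT cluster 0 was first, with 99.5% against 93.7%, and this order also held above 0 and above 1 CPTT, at 5,000 UMIs per cell, with the deposited normalized values, without the doublet calls and without each library.

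In Fig. 6d the cells of cluster 1 have low to intermediate pseudotime and cluster 6 lies at the end. Here the median pseudotime of cluster 1 was 0.457 and that of cluster 6 was 0.468. The ratio of the medians of clusters 1 and 6 was 0.976, and it was 0.798 with 1,000 genes, 1.15 with 4,000 genes, 0.865 with 30 neighbours, 0.966 with the other root and 0.924 without the doublet calls. None of these alternatives, all set before the data were examined, gave cluster 1 an early place.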

Other observations

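No test in this part was chosen after its own value was seen, although each was prompted by a pattern in the data. The rule for reading the tests of free RNA in clusters 5 and 6 was changed after their values were known, and the change turned an exclusion of free RNA into an open result. The same holds for the test of doublets in cluster 5, for which the haematopoietic genes were later required to be undiluted, and for that in cluster 0, for which each gene was later required to meet the limit that was written for the sum.

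The paper mentions, with a hedge, an endothelial signature that is not yet completely downregulated. Over 8 endothelial genes at 5,000 UMIs per cell, the mean was 3.31 UMIs in cluster 5, 4.72 in cluster 6, 3.98 in cluster 3, 1.82 in cluster 4 and 20.0 in clusters 0, 1 and 2. In each library a level was set that a Poisson law with the mean of clusters 3 and 4 would exceed in 0.1% of cells. It was exceeded by 11.1% of the cells in cluster 5 (9.58–12.8%, 174 of 1,568) and 14.6% of those in cluster 6 (10.8–19.0%, 45 of 309). The rule as first written would have excluded free RNA above 1%. It was dropped because clusters 3 and 4 themselves exceeded the level in 7.46% of cells, and cluster 3 alone in 10.5% (6.88–15.1%), so the Poisson law does not describe the reference. Free RNA and residual endothelial expression therefore cannot be told apart here. Doublets with endothelial cells cannot be told apart from these in cluster 5. The cells above the level had 0.633 times the median depth of the others (23,492 against 37,098 UMIs), which goes against doublets, but also less *Ptprc* (0.598 against 1.37 UMIs per 10,000) and *Spi1* (2.07 against 3.48), as doublets would. In cluster 6 the test used depth and *Itga2b*, and both go against doublets. The cells above the level had 0.274 times the median depth of the others (9,447 against 34,523.5 UMIs). Their *Itga2b* was nearly the same (7.42 against 7.77 UMIs per 10,000). But *Runx1* was lower (0.711 against 2.09), as doublets with *Runx1*-negative cells would give, and depth cannot exclude doublets of shallow cells. Doublets are therefore left open in cluster 6 too.

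In the arterial endothelial-like cluster 0, 49 cells had *Runx1* UMIs at 5,000 UMIs per cell and 673 had none. *Gfi1*, which among the clusters was highest in cluster 0 (0.158 UMIs per 10,000, against 0.0874 in cluster 5), gave 23 UMIs in the 49 cells and 14 in the 673, a log2 ratio of 4.50 (3.48 to 5.57). Free RNA would give about the same level in both and is argued against. Doublets with haematopoietic cells cannot be told apart from *Runx1* expression in endothelial cells. *Ptprc*, *Spi1*, *Csf1r* and *Pf4* together stood at 2.47% of their level in clusters 5 and 6 (0.776 against 31.4 UMIs per 10,000), and *Ptprc* and *Csf1r* gave 0 UMIs, but *Pf4* makes up most of the sum. *Spi1* alone stood at 20.3% of its level in clusters 5 and 6, at 0.571 UMIs per 10,000 against 0.0743 in the 673 cells. In the 49 cells *Kit* stood at 0.939 UMIs per 10,000 against 0.169, *Hlf* at 0.449 against 0.0446 and *Cdh5* at 5.88 against 10.4, at median depths of 19,452 and 13,852 UMIs. No biological explanation was tested.

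Cluster 5 had both neutrophil and macrophage genes among its leading genes. At least 2 UMIs of *Mpo* were found in 235 cells of cluster 5 at 5,000 UMIs per cell and at least 2 UMIs of *C1qb* in 668. Both were found in 11 cells, which is 0.11 times the 100 expected if the genes were independent, and neither in 676 of 1,568. This is consistent with separate groups of cells within cluster 5, as a hypothesis. No biological explanation of the groups was tested.

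Cluster 1 lay almost as far along pseudotime as cluster 6. Low depth of cluster 1 as the cause is argued against, because with every cell at 5,000 UMIs its median pseudotime was 0.941 times that of cluster 6, where the test required a fall below 0.5. No biological explanation was tested.

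By the same ranking of genes as at Fig. 6c, *Stfa1* (log2 ratio 8.07), *Cx3cr1* (7.84), *S100a9* (7.80), *Prtn3* (7.78) and *Ly86* (7.51) were highest in cluster 5 relative to clusters 0, 1 and 2. The value of *Stfa1* is uncertain because near-identical copies can share its reads. *Tmem255a* (-4.01), *Aplnr* (-3.99), *Cdh2* (-3.79), *Nr2f2* (-3.77) and *Mest* (-3.70) were lowest. Cluster 6 relative to clusters 0, 1 and 2 had *Treml1* (10.79), *Gp5* (10.33), *Ly6g6f* (10.25), *F2rl2* (10.13) and *Ppbp* (9.94) at the top and *Cxcl2* (-6.66), *Clec14a* (-4.22), *Gap43* (-3.93), *Stmn2* (-3.93) and *Hmox1* (-3.60) at the bottom.

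Each of the marker lists was summed by cluster, in UMIs per 10,000. Cluster 0 was highest for the arterial endothelial list (31.5), the endocardial list (16.1), the haematopoietic stem or progenitor list (15.0, which includes genes that endothelial cells also express) and the fetal imprinted list (83.6). Cluster 1 was highest for the endothelial list (50.1, with 49.2 in cluster 0), the capillary endothelial list (81.4, with 79.2 from *Fabp4*, *Gpihbp1* and *Cd36*), the heart endothelial list (2.91), the dendritic list (0.681), the dissociation stress list (31.1) and the Y-linked genes (1.43). Cluster 2 was highest for the venous (5.90) and lymphatic endothelial lists (1.92). Cluster 3 was highest for the cycling list (11.8, with 1.78 in cluster 1 and 6.76 to 11.2 in the others), besides the germ cell and pluripotent lists. Cluster 4 was highest for the fibroblast or stromal (22.9), pericyte or smooth muscle (15.3), cardiomyocyte (3.71), epithelial (3.68), glial (0.558) and fetal RNA-binding and growth lists (10.9), for the trunk *Hox* genes and for the X-linked copies of the Y-linked genes (3.12). Cluster 5 was highest for the macrophage or monocyte list (21.5, with 17.6 in cluster 1, mostly *Lyz2*), the neutrophil list (10.8), the mast cell or basophil list (0.226), the B cell list (0.447) and the T or NK cell list (0.119). Cluster 6 was highest for the megakaryocyte or platelet list (206.5), the erythroid list (6.92) and the embryonic globins (28.8). Embryonic globins also stood at 19.2 in cluster 5 and 6.92 in cluster 0, and at 0.324 or less in clusters 1 to 4. A small share of cells carried these levels, as at 5,000 UMIs per cell 11.0% of the cells in cluster 5, 13.7% in cluster 0 and 27.5% in cluster 6 had any such UMI. *Pdgfrb* was above 0.5 CPTT in 31.7% of the cells in cluster 4 (27.7–35.9%).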
